# Gene network downstream plant stress response modulated by peroxisomal H_2_O_2_

**DOI:** 10.3389/fpls.2022.930721

**Published:** 2022-08-23

**Authors:** Laura C. Terrón-Camero, M. Ángeles Peláez-Vico, A. Rodríguez-González, Coral del Val, Luisa M. Sandalio, María C. Romero-Puertas

**Keywords:** abiotic stress, jasmonic acid, peroxisomes, reactive oxygen species, signaling

## Abstract

Reactive oxygen species (ROS) act as secondary messengers that can be sensed by specific redox-sensitive proteins responsible for the activation of signal transduction culminating in altered gene expression. The subcellular site, in which modifications in the ROS/oxidation state occur, can also act as a specific cellular redox network signal. The chemical identity of ROS and their subcellular origin is actually a specific imprint on the transcriptome response. In recent years, a number of transcriptomic studies related to altered ROS metabolism in plant peroxisomes have been carried out. In this study, we conducted a meta-analysis of these transcriptomic findings to identify common transcriptional footprints for plant peroxisomal-dependent signaling at early and later time points. These footprints highlight the regulation of various metabolic pathways and gene families, which are also found in plant responses to several abiotic stresses. Major peroxisomal-dependent genes are associated with protein and endoplasmic reticulum (ER) protection at later stages of stress while, at earlier stages, these genes are related to hormone biosynthesis and signaling regulation. Furthermore, in silico analyses allowed us to assign human orthologs to some of the peroxisomal-dependent proteins, which are mainly associated with different cancer pathologies. Peroxisomal footprints provide a valuable resource for assessing and supporting key peroxisomal functions in cellular metabolism under control and stress conditions across species.

## Introduction

Eukaryotic cells evolve to a stage of organelle compartmentalization in order to increase the efficiency of metabolic processes and to protect cellular components from free radicals such as reactive oxygen and nitrogen species (ROS/RNS), which, in excessive amounts, may be harmful (Gabaldón, 2018). Peroxisomes, which are small organelles found in most eukaryotes, are bounded by a single lipid membrane and have a close relationship with other organelles such as chloroplasts and mitochondria (Kao et al., 2018; Sandalio et al., 2021). Initially, these organelles were regarded as a H_2_O_2_ sink produced from different sources both inside and outside peroxisomes and degraded by catalases and other ROS-inactivating enzymes (Sandalio and Romero-Puertas, 2015; Cross et al., 2016). However, in recent years, biochemical, transcriptomic and proteomic techniques have demonstrated that these organelles are much more complex and perform functions hitherto unknown (Reumann and Bartel, 2016; Sandalio et al., 2021). In fact, the metabolic diversity and plasticity of peroxisomes are remarkable, and new unexpected functions of plant peroxisomes continue to be discovered (Reumann and Bartel, 2016). Key metabolic pathways, such as β-oxidation and photorespiration, are hosted in plant peroxisomes, with the latter pathway being shared with the chloroplast and mitochondria. In addition, the biosynthesis of the phytohormones jasmonic acid (JA), auxin indole-3-acetic acid (IAA) and salicylic acid (SA), together with ROS/RNS metabolism, makes peroxisomes a source of signaling molecules which are essential for the regulation of development processes and plant responses to stress (Sandalio et al., 2021).

Although the identification of other organelle/compartment-dependent signaling communication with the nucleus, termed retrograde signaling, which plays a key role in cell responses to environmental cues, organelle assembly and metabolism, has improved, research into peroxisome-dependent retrograde signaling is in its infancy. Peroxisomes, as sources of signaling molecules, play a key role in triggering adjustments in the transcriptome, which are essential in plant responses to environmental cues. The chemical properties of the ROS hydrogen peroxide (H_2_O_2_) such as stability and diffusibility make this molecule easier to monitor and analyze than other ROS. The specificity of H_2_O_2_-dependent signaling produced in different organelles has previously been demonstrated, particularly in relation to H_2_O_2_ produced in peroxisomes induced either by chemical treatment (Gechev et al., 2005) or H_2_O_2_ disturbances in different mutants (Takahashi et al., 1997; Queval et al., 2007; Chaouch et al., 2010; Sewelam et al., 2014; Su et al., 2018; Romero-Puertas et al., 2022). Thus, transcriptional changes have been analyzed in mutants affected by catalase (CAT), one of the main peroxisomal antioxidants, under different stress conditions such as high or continuous light, CO_2_ shifts and photorespiratory stress (Vanderauwera et al., 2005; Mhamdi et al., 2010; Queval et al., 2012; Sewelam et al., 2014; Kerchev et al., 2016; Waszczak et al., 2016). The transcriptome of the triple mutant cat1 cat2 cat3, showing redox disorders under control conditions, has also been analyzed (Su et al., 2018). Excess H_2_O_2_ in this triple mutant affects genes involved in growth regulation, plant responses to stress and MAPK cascades (Su et al., 2018). The transcriptomes of other mutants affected in glycolate oxidase (GOX), one of the main H_2_O_2_-producing enzymes, involved in peroxisome-located photorespiration, have been analyzed under control and stress situations (Kerchev et al., 2016). All these analyses point to the capacity of peroxisome-produced H_2_O_2_ to directly and/or indirectly modify gene expression. The structure of gene networks and the identification of downstream responses induced by peroxisomal H_2_O_2_ are not well known. In fact, the principal outstanding questions in peroxisome research concern the role of peroxisome-derived ROS and how environmental signals and internal metabolic states of the organelle are translated at the molecular level (Sandalio and Romero-Puertas, 2015; Cross et al., 2016; Rodríguez-Serrano et al., 2016; Kao et al., 2018).

Meta-analysis of different transcriptomes offers a straightforward method to identify common and specific groups of transcriptomic changes. Previous meta-analyses have shown specific signatures for different sources of ROS (Rosenwasser et al., 2013; Willems et al., 2016). However, robust marker transcripts related to peroxisome-dependent signaling are rarely used. Analysis of peroxisomal ROS-dependent transcripts generated in different laboratories would help to obtain marker genes for this organelle-dependent signaling. In this study, we examine both in-house and publicly available data sets derived from the profiling of Arabidopsis gene expression in mutants, as well as treatments with altered peroxisome-dependent ROS, in order to identify a data set of common and specific genes regulated by peroxisomal ROS under different conditions. Furthermore, a search for human orthologs to plant peroxisomal-dependent proteins showed key human proteins mainly involved in the development of different cancers. This analysis should enable us to gain a deeper understanding of the role played by peroxisomes as stress sensors and regulators of cellular responses to adverse conditions resulting in higher resistance.

## Materials and methods

### Plant material and growth conditions

*Arabidopsis thaliana* ecotype Columbia-0 (Col-0) constitutes the genetic background for all plants used in this study. WT, *cat2-2* (Queval et al., 2007), *gox1-1* and *gox2-1* (Rojas et al., 2012) seeds were surface disinfected and stratified for 24–48 h (h) at 4°C and then sown on Murashige and Skoog (MS) 0.5x solid medium (Murashige and Skoog, 1962) and grown at 22°C in 16 h light and 8 h darkness for 14 days (d). Plants were then transferred to petri dishes containing 0.5x liquid MS medium and grown for 24 h. To study the effect of cadmium (Cd), salt (NaCl) or paraquat (PQ) on gene expression, the solution was supplemented with 100 μM CdCl_2_, 100 mM NaCl or 0.5 μM PQ, respectively. For heat shock stress (HS), plants were grown as described above for 14 days and then subjected to 33°C. Seedlings were then collected after 1 and 3 h of treatment and analyzed by qRT-PCR. Microarray samples were taken after 1 and 24 h of Cd treatment.

### RNA isolation from seedlings

Total RNA was isolated from seedlings by the acid guanidine thiocyanate-phenol-chloroform method (Chomczynski and Sacchi, 1987), using the TRIzol reagent ® (MRC) according to the manufacturer’s instructions. RNA was reverse transcribed with the aid of the PrimeScript RT Master Mix (Takara) according to the distributor’s instructions.

### RT-PCR analysis of gene expression

Each 20 μl reaction contained either 1 μl cDNA or a dilution, 200 nM of each primer, and 1x TB Green Premix Ex Taq (Takara). Quantitative real-time PCR was performed on an iCycler iQ5 (Bio-Rad). The samples were initially denatured by heating at 95°C for 3 min followed by 35-cycle amplification and a quantification program (95°C for 30 s, 50–58°C for 30 s, and 72°C for 45 s). A melting curve was conducted to ensure amplification of a single product. The amplification efficiency of primers was calculated using the formula E = [10 (1/a) -1] x 100, where a is the slope of the standard curve. Relative expression of genes was normalized using TUB4 which was selected for normalization by the GrayNorm algorithm (Remans et al., 2014) from five candidate reference genes as described previously in Terrón-Camero et al. (2020). Results were calculated with the ratio according to the Pfaffl method (Pfaffl, 2001). The primers used are described in Supplementary Table S1.

### Microarray data

In total, twenty-one lists of genes (profiles) from seven independent studies, showing disrupted peroxisomal H_2_O_2_ metabolism, were collected from the Gene Expression Omnibus repository,^1^ from published data (Figure 1; Supplementary Table S2) and from one transcriptome conducted and analyzed in-house and carried out by the Functional Genomics Lab at the University of Verona (GSE199325; Figure 1; Supplementary Table S2).^2^

**Figure 1:**
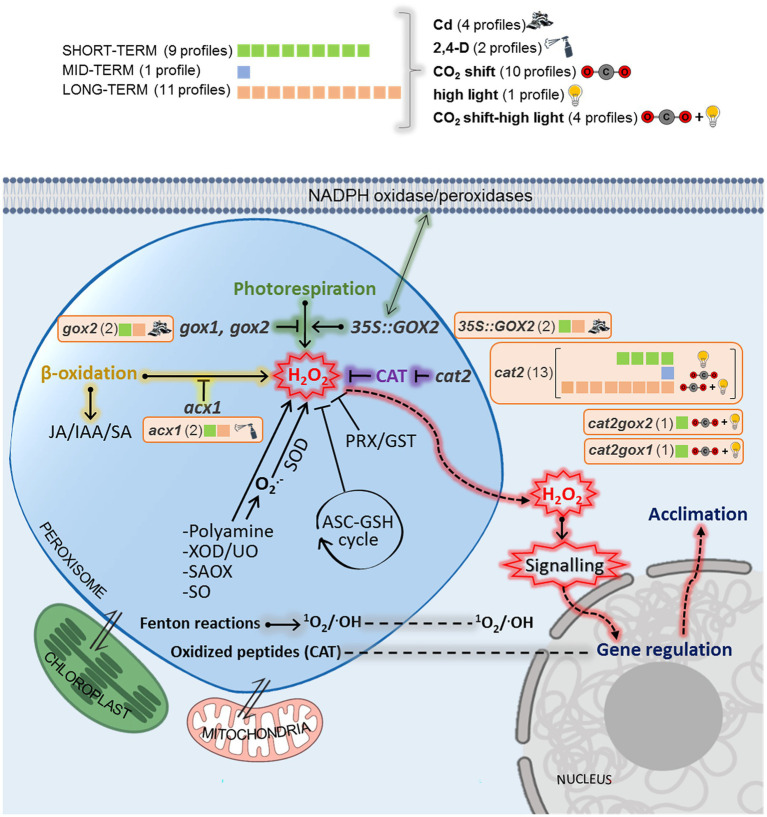
Peroxisomal transcriptional profiles perturbation categories and timing. Transcriptional profiles monitoring peroxisomal H_2_O_2_ perturbations were classified according to the genetic backgrounds used (in italics), chemical treatments/environmental stresses (in bold) and timing used (capital letters) which are detailed in Supplementary Table S2. For each perturbation category, the number of transcriptional profiles is given. *35S::GOX2*: mutants with glycolate oxidase 2 overexpression; *gox1/2:* mutants affected in glycolate oxidase 1/2; *acx1:* mutants affected in acyl Co-A oxidase1; *cat2-2*: mutants affected in catalase 2.

### Data processing, cross comparison and data analysis

Differentially expressed genes (DEGs) with respect to their control provided by authors were organized in a database according to treatment, timing and mutant (blue color in gene selection column in Supplementary Table S2). Different groups were compared using Venny 2.0^3^ and Bioinformatics and evolutionary genomics^4^ software to obtain common and specific genes in the different groups (blue color in Venn diagram comparison in gene selection column in Supplementary Table S2). In order to compare all sets of DEGs, we did not take into account the level of expression, but rather its increase or decrease with regard to each respective control condition (Supplementary Table S2). Among the 11 short-time profiles (1–3 h), we selected DEGs from at least five stressed peroxisome profiles and, in the case of nine long-time profiles (≥24 h), we selected DEGs from at least four stressed peroxisome profiles. Classification into different Gene Ontology (GO) categories and functional class enrichment of DEGs of interest were analyzed using the Classification Super Viewer tool,^5^ StringDB,^6^ GeneMania,^7^ Mapman,^8^ and KEGG^9^ using the background for *A. thaliana* and running on default parameters. The PlantGSEA tool^10^ (Yi et al., 2013) was used to perform functional enrichment of the 101 and 86 genes from short and long times, respectively. The analysis was carried out using the Plant Gene Ontology Arabidopsis Information Resource (TAIR) database, comparing our dataset with the complete Arabidopsis genome. The statistical test employed was Yekutieli (FDR < 0.05). Graphs of the most significant GO terms have also been made focusing on biological processes and cellular components using R programming.

### Statistical analysis

Mean values for the quantitative experiments described above were obtained from at least three independent experiments, with no less than three independent samples per experiment. Statistical analyses were performed using a one-way ANOVA test followed by a Student’s *t*-test (value of *p* <0.05). The analyses were carried out with the aid of IBM SPPS Statistics 24. Error bars representing standard error (SEM) are shown in the figures.

### Identification of human orthologs of plant peroxisome-dependent signaling genes

The protein sequences of identified plant peroxisome-dependent signaling genes were extracted from the *A. thaliana* genome version TAIR10, Assembly GCA_000001735.1, using the Ensembl API (Howe et al., 2020). Sequences in FASTA format were used to query the database Ortho DB (Kriventseva et al., 2018) using their API. This database provides evolutionary annotations including rates of ortholog sequence divergence, copy-number profiles, sibling groups and gene architectures. This information enables the creation of groups of orthologs descended from a single gene of the last common ancestor (LCA) of each clade of species identifying *A. thaliana* conserved genes in the human genome.

### Network analysis of human orthologs

We were able to assign human orthologs to 21 of the *A. thaliana* peroxisome-dependent signaling proteins. Network analyses was carried out using Genemania (Warde-Farley et al., 2010) and NetworkAnalyst 3.0 (Zhou et al., 2019). The resulting networks were subjected to enrichment analysis using GO annotation and pathway databases with the aid of NetworkAnalyst.

## Results

### Peroxisomal ROS-perturbed transcriptomic data sets

We compiled data from seven independent publicly available transcriptomic results with different experimental setups related to mutants with altered peroxisomal H_2_O_2_ metabolism in *A. thaliana* (Figure 1; Supplementary Table S2). Genetic modifications involve peroxisomal antioxidant enzymes such as catalase (CAT; *cat2-2* mutants) and peroxisomal ROS-producing enzymes such as glycolate oxidase (GOX; *gox1*, *gox2* mutants) and Acyl-CoA oxidase (ACX; *acx1* mutants). Two double mutants from the genotypes above were also included (*cat2-2* *gox1* and *cat2-2* *gox2*). All transcriptomic analyses were organized in a profile database according to treatment, timing and mutant, resulting in 21 datasheets (Figure 1). We found five categories according to the stress applied: Cd (four profiles), 2,4-D (two profiles), CO_2_ shift (ten profiles), high light (one profile), and combined CO_2_ and high light (four profiles) as described in published studies (Supplementary Table S2). 

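RNA of WT seedlings, of the gox2 mutant and of the overexpression line 35S::GOX2 was measured on 27 single-color NimbleGen arrays, 3 for each of 9 groups. Each genotype was sampled without Cd and after Cd at 100 μM for 30 min or for 24 h. The sample labels and Supplementary Table S2 give the short exposure as 0.5 h, while the plant growth methods give 1 h for the microarray samples. The labels name both seedlings and leaves as the material, and those of the mutant's control arrays read atgox without a gene number. The authors' array files hold expression intensities normalized by RMA on the linear scale, for 37118 features that represent 32627 loci. Their log2 values had medians from 10.02 to 10.17, a range of 0.15 that exceeded a limit of 0.1, and were therefore quantile-normalized between arrays. One linear model over the 9 groups was fitted with limma, each pair of groups was compared by its two-sided moderated test, and an adjusted p under 0.05 (Benjamini-Hochberg over all features) was the threshold. A profile called dependent on a gene was read as the difference between that line and WT under Cd at the same time, because the paper's methods compare each list with its control without naming that control. The median SD between the 3 arrays of a group ranged from 0.09 on the log2 scale in arrays labelled WT Cd 24 h to 0.19 in arrays labelled gox2 Cd 24 h, and the number of arrays limits the precision. The arrays lay on 3 slides, and only the gox2 Cd 24 h group was spread over more than 1 of them. After each feature's mean was subtracted, 8 of the 27 arrays correlated best with an array of another label. In 5 groups (WT control, both WT groups with Cd, gox2 Cd 30 min and 35S::GOX2 control), all 3 arrays were closest to an array of their own label. The 12 arrays of the other 4 groups fell into 4 sets of 3, each with its 2 closest arrays inside the set, and none of these sets is a labelled group.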

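GOX2 (AT3G14415) encodes the photorespiratory glycolate oxidase that is disrupted in gox2 and overexpressed in 35S::GOX2. Its log2 intensity without Cd was 13.73 ± 0.04 (SD, n = 3) on arrays labelled WT, 14.13 ± 0.10 (SD, n = 3) on arrays labelled gox2 and 9.68 ± 0.10 (SD, n = 3) on arrays labelled 35S::GOX2. After 30 min of Cd it was 10.30 ± 0.24 (SD, n = 3) on arrays labelled WT, 9.94 ± 0.14 (SD, n = 3) on arrays labelled gox2 and 13.88 ± 0.17 (SD, n = 3) on arrays labelled 35S::GOX2. After 24 h of Cd the means were 13.67 ± 0.03 (SD, n = 3), 13.89 ± 0.18 (SD, n = 3) and 14.21 ± 0.18 (SD, n = 3) in the same order. The 9 arrays labelled WT Cd 30 min, gox2 Cd 30 min and 35S::GOX2 control thus reached at most 10.45, and the other 18 were at 13.63 or more. Relative to WT control, GOX2 was lower by limma's test on arrays labelled WT Cd 30 min (log2 fold change -3.43, adjusted p = 1.54e-13) and 35S::GOX2 control (-4.05, adjusted p = 5.44e-15). The difference between arrays labelled gox2 and WT did not pass the threshold at 30 min of Cd (-0.36, adjusted p = 0.0651) or at 24 h (0.22, adjusted p = 0.296). AT5G03090 had log2 fold changes of -3.50 and -4.49 in the comparisons of WT Cd 30 min and of 35S::GOX2 control with WT control. The paralogs did not show this separation, with GOX1 (AT3G14420) between 14.99 and 15.52 and GOX3 (AT4G18360) between 12.22 and 13.25 over all 27 arrays. The files do not give the position of the GOX2 probes relative to the insertion in gox2. All comparisons of groups use the arrays as labelled.

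**Figure D1:**
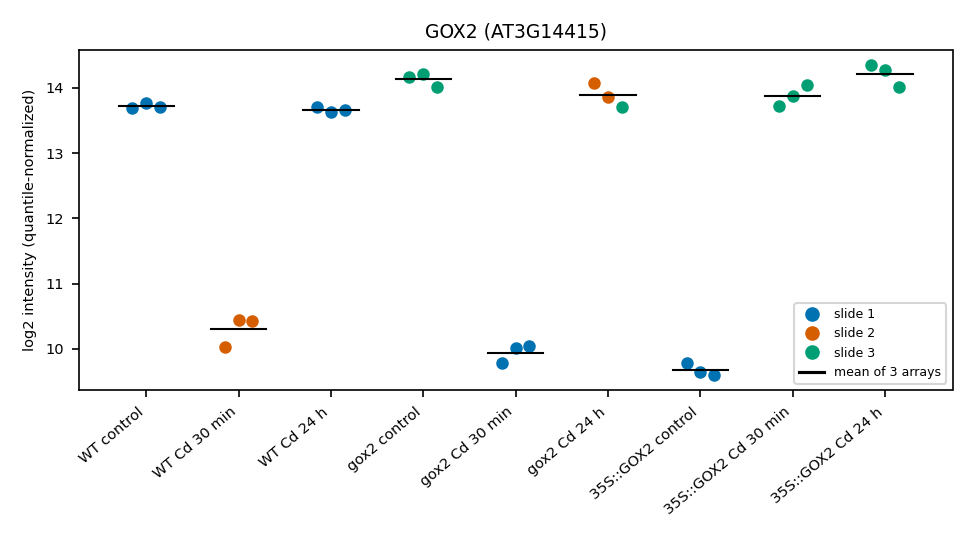
GOX2 intensity on each of the 27 arrays (y axis: log2 intensity, quantile-normalized; x axis: the 9 labelled groups). Each point is an array, its color is the slide, and the black line is the mean of 3 arrays; the 9 points at or below 10.45 belong to WT Cd 30 min, gox2 Cd 30 min and 35S::GOX2 control, and the other 18 lie at 13.63 or above.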

Six genetic backgrounds were distributed in different profiles: *gox2* (two profiles); *35S::GOX2* (two profiles); *cat2* (13 profiles); *cat2gox1* (one profile); *cat2gox2* (one profile) and *acx1* (two profiles). To identify early and late peroxisome-dependent genes, we divided the meta-analysis into three categories depending on the timing of the treatment analyzed: over the short term (0.5–3 h, nine profiles); long term (1–4 days, 11 profiles) and medium term (3–23 h, one profile).

### Identification of peroxisomal ROS-dependent transcriptional changes

Differentially expressed genes (DEGs) were defined in each datasheet, resulting in a number ranging from 6,266 to only four (Supplementary Table S3). 

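After 30 min of Cd, arrays labelled gox2 had higher levels of the glutathione S-transferases GSTU22, GSTU25 and GSTU24 and of 2 sulfate transporters than arrays labelled WT, and lower levels of FRO2. GOX2 itself was low under both labels (9.94 for gox2 and 10.30 for WT), so these differences are not shown to be an effect of its loss. The 41 glutathione S-transferases, which conjugate glutathione to electrophiles, went both ways: 4 rose and 3 fell (9 and 5 when adjusted over the list alone), and the list did not pass the set test (adjusted p = 0.108). GSTU22 had a log2 fold change of 2.12 (SE 0.36, adjusted p = 0.00409), GSTU25 of 2.06 (SE 0.53, adjusted p = 0.0263) and GSTU24 of 1.27 (SE 0.38, adjusted p = 0.0471). SULTR1;1 and SULTR1;2, high-affinity sulfate transporters, rose by 1.25 and 1.00 as 2 of 20 genes of sulfur assimilation and Cd chelation, and no other member passed (2 also when adjusted over the list alone). FRO2, the ferric chelate reductase of root iron uptake, had a log2 fold change of -3.28 (SE 0.90, adjusted p = 0.0329) and was the only one past the threshold among 16 iron deficiency genes (4 lower when adjusted over the list alone). The mean of these 16 genes, each relative to its mean over all arrays, was -0.52 to -0.40 on the arrays labelled gox2 and 0.38 to 0.59 on those labelled WT. The mean of the 16 root markers (log2, relative to each gene's mean over all arrays) was also lower on the 3 arrays labelled gox2 (-0.03 to 0.02) than on the 3 labelled WT (0.29 to 0.37), though the only marker past the threshold was higher (1 also when adjusted over the list alone) and the set test gave an adjusted p of 0.580. CYP82C4, a hydroxylase induced by iron deficiency, fell by 3.40. Among the largest rises were DIN2, a dark-inducible beta-glucosidase (3.45), and ICL, the isocitrate lyase of the glyoxylate cycle (3.09). Of 29 heat shock proteins and factors, 3 rose (4 when adjusted over the list alone), namely AT5G51440 by 0.86, HSP23.6-MITO by 0.75 and Hsp70b by 0.43. The set test gave that list an adjusted p of 0.00108, and an adjusted p = 0.568 with an estimated correlation. Of 13 photorespiration genes, PGLP1 (-0.42) and LrgB (-0.29) were lower (3 when adjusted over the list alone), with an adjusted p of 0.00487 for the list and an adjusted p = 0.537 with an estimated correlation. Of 13 circadian clock genes, PRR9 (1.09), GI (0.69) and CCA1 (0.41) were higher (3 when adjusted over the list alone), with an adjusted p of 0.0119 for the list and an adjusted p = 0.479 with an estimated correlation. For each gene named here, all 3 arrays of one group lay beyond all 3 of the other. In total, limma called 2846 of 37118 features, 1363 higher and 1483 lower, and 521 of them also differed by at least 1 on the log2 scale. The arrays of the groups did not overlap for 42.2% of features, where chance gives 10%. The groups lay on different slides, and with slide as a random block 7 features passed and none of the genes named here did. The count was 573 without gox2 Cd 30 min replicate 1, 458 without gox2 Cd 30 min replicate 2, 421 without WT Cd 30 min replicate 1 and 799 without WT Cd 30 min replicate 2.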

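Arrays labelled 35S::GOX2 after 30 min of Cd had higher levels of heat shock and rapid stress signaling transcripts than arrays labelled WT, mainly on 2 of the 3 arrays. The mean of the rapid stress signaling list (log2, relative to each gene's mean over all arrays) was 0.79 and 0.78 on replicates 1 and 3 but -0.29 on replicate 2, within the range of WT Cd 30 min (-0.43 to -0.28), and that of the heat shock list was 0.43 and 0.45 but -0.09 on replicate 2. The root markers and iron deficiency genes split these arrays in the same way, with means of 0.56 and 0.97 on replicate 1 and 0.52 and 1.02 on replicate 3 but -0.97 and -0.89 on replicate 2, against 0.29 to 0.37 and 0.38 to 0.59 on WT Cd 30 min. Of 29 heat shock proteins and factors, 14 rose and none fell in limma's test (21 and 0 when adjusted over the list alone), among them the small heat shock proteins AT5G37670 (log2 fold change 1.34, SE 0.27, adjusted p = 0.00296) and AT5G51440 (1.01, SE 0.21, adjusted p = 0.00351). Of 22 rapid stress signaling genes, 12 rose and none fell (15 and 1 when adjusted over the list alone). They include the zinc finger factors ZAT10 (1.68, SE 0.32, adjusted p = 0.00186) and ZAT12 (0.82, SE 0.11, adjusted p = 0.000178), and RRTF1, an ERF factor of redox signaling (2.85, SE 0.94, adjusted p = 0.0415), whose arrays overlapped between the groups. Both lists passed the set test (adjusted p = 5.30e-09 and 1.50e-06), and had an adjusted p = 0.479 and 0.537 with an estimated correlation. Of 16 genes of the ER unfolded protein response, 3 rose and 1 fell, both also when adjusted over the list alone, with the transcription factors NAC103 (0.61) and BZIP60 (0.53) among those that rose. Of 20 genes of sulfur assimilation and Cd chelation, 3 rose and 1 fell (3 and 1 when adjusted over the list alone). SULTR1;2 (0.83) and the adenylyl sulfate reductase APR1 (0.64) were higher, and HMA3 was lower (-0.52). Of the glutathione S-transferases, 4 rose and 2 fell (4 and 1 when adjusted over the list alone), with GSTU22 at 1.33 and GSTU21 at -1.34. GOX2 was higher by 3.58 (SE 0.12, adjusted p = 6.25e-14) and AT5G03090 by 3.60, against the low values on arrays labelled WT Cd 30 min. Among the largest falls were AT3G60170 (-3.32) and sks7 (-3.13). In total 6261 features passed, 3009 higher and 3252 lower, and 34.2% did not overlap between groups, where chance gives 10%. With slide as a random block 1259 features passed, GOX2, ZAT10, ZAT12, SULTR1;2, NAC103 and BZIP60 among them; with slide as a fixed block, which the gox2 Cd 24 h arrays alone make possible, 342 passed and RRTF1 had a log2 fold change of -0.58. The count was 2167 without WT Cd 30 min replicate 1, 3655 without 35S::GOX2 Cd 30 min replicate 1 and 3987 without 35S::GOX2 Cd 30 min replicate 3.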

Interestingly, the lowest number of DEGs was observed in comparisons *cat2 vs.* *cat2gox2* and *cat2 vs.* *cat2gox1*, as showed in a previous study (Kerchev et al., 2016). A large majority of the datasheets (18 out of 21) had more than a 100 DEGs (Supplementary Table S3). 

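After 24 h of Cd, the genes with the largest falls on arrays labelled gox2 against WT included ALD1, BGL2, MYB41 and WRKY71. GOX2 itself was high under both labels (13.89 for gox2 and 13.67 for WT), so the differences are not shown to be an effect of its loss. ALD1, which makes the precursor of pipecolic acid, had a log2 fold change of -1.81 (SE 0.43, adjusted p = 0.0359), and BGL2, a beta-1,3-glucanase, of -1.61 (SE 0.29, adjusted p = 0.0101). The transcription factors MYB41 and WRKY71 fell by 1.64 and 1.57. NEET, an iron-sulfur protein, was higher by 1.39 (SE 0.14, adjusted p = 0.000141), as was XTH31, an enzyme of cell wall xyloglucan (1.44, SE 0.35, adjusted p = 0.0373). GSTF12 (0.87) was the only glutathione S-transferase of 41 that passed, and SULTR1;1 (-1.38) the only member of 20 of sulfur assimilation and Cd chelation, each also when adjusted over the list alone. No member of 29 heat shock proteins and factors passed in limma's test over all features (5 higher and 2 lower when adjusted over the list alone), and their median log2 fold change was 0.36. The mean of that list was 0.49 and 0.44 on gox2 replicates 1 and 3 but -0.17 on replicate 2, below the 3 arrays labelled WT. The set test gave this list an adjusted p of 0.00563, and an adjusted p = 0.647 with an estimated correlation. Of 16 root markers, MYB36, a factor of endodermis differentiation, was lower (-0.43) and no other passed (1 also when adjusted over the list alone). The mean of the root markers stood far apart between the arrays labelled gox2, at -0.13, -0.94 and 0.50 on replicates 1, 2 and 3, against -0.39 to -0.31 on those labelled WT. For each gene named here as higher or lower, the 3 arrays of one group lay beyond the 3 of the other. In total 794 features passed, 358 higher and 436 lower, and 20.9% did not overlap, where chance gives 10%. With slide as a random block 7 features passed, NEET among the genes named here, and with only the arrays of the 2 groups limma called 0, at 7710 with an unadjusted p under 0.05 in the fit to all arrays and 3962 by the t-test. The count was 57 without WT Cd 24 h replicate 1, 137 without WT Cd 24 h replicate 2, 143 without WT Cd 24 h replicate 3, 30 without gox2 Cd 24 h replicate 1 and 4808 without gox2 Cd 24 h replicate 2.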

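Arrays labelled 35S::GOX2 after 24 h of Cd had lower levels than arrays labelled WT for 7 genes of sulfur assimilation and Cd chelation and 3 of iron deficiency, and higher levels for 5 photorespiration genes. MYB41 and MYB39, regulators of suberin formation, had log2 fold changes of -2.44 (SE 0.42, adjusted p = 0.00105) and -2.27 (SE 0.52, adjusted p = 0.0068), and the transporter ABCG16 fell by 2.22. FMO1 and ALD1 of the pipecolic acid pathway fell by 2.26 and 2.10. Of the 20 genes of sulfur assimilation and Cd chelation, 7 fell and none rose (9 and 0 when adjusted over the list alone), with SULTR1;1 at -1.85, SULTR1;2 at -0.73 and the Zn and Cd pump HMA2 at -0.74. Of the 16 iron deficiency genes, 3 fell and none rose (3 and 0 when adjusted over the list alone), namely AT2G30766, NAS4 and BTS (-0.95, -0.82 and -0.31). Of the 16 root markers, 6 fell and none rose (8 and 0 when adjusted over the list alone), with SHV2 at -0.92, LRX1 at -0.80 and the nitrate transporter NRT2:1 at -0.77. The lower mean of the root list rests on replicate 2, at -1.09, while replicates 1 and 3 were at -0.39 and -0.19 and the arrays labelled WT from -0.39 to -0.31. Of the 13 photorespiration genes, 5 rose and none fell (6 and 0 when adjusted over the list alone), with AT1G32470 of the glycine decarboxylase complex at 0.53, AOAT2 at 0.32 and AGT, with overlapping arrays, at 0.31. The mean of the photorespiration list was 0.16 and 0.15 on replicates 1 and 3 but -0.04 on replicate 2, against -0.14 to -0.08 on arrays labelled WT. In the order sulfur, iron, root and photorespiration, the set test gave adjusted p values of 0.000824, 0.0179, 0.00634 and 0.000226, and adjusted p = 0.477, 0.716, 0.567 and 0.537 with an estimated correlation. CAT2, the photorespiratory catalase, was higher by 0.40 (SE 0.11, adjusted p = 0.0158) and GOX2 by 0.54 (SE 0.12, adjusted p = 0.00486). The mean of the 3 catalases was 0.24 on replicates 1 and 3 but 0.04 on replicate 2, against -0.04 to -0.03 on arrays labelled WT. ZAT12 was lower by limma's test (-0.69, SE 0.11, adjusted p = 0.000502). PAP85, a seed storage protein, had the largest rise (4.63, SE 1.28, adjusted p = 0.0196), with an SD of 3.60 between the 3 arrays labelled 35S::GOX2. In total 5406 features passed, 2787 higher and 2619 lower, and 35.1% did not overlap, where chance gives 10%. The count was 1213 with slide as a random block, with those past the threshold including GOX2, ZAT12, MYB41, SULTR1;1, SULTR1;2, NAS4, SHV2 and AT1G32470, while MYB39, FMO1, ALD1, ABCG16, PAP85 and CAT2 did not. From 5406, the count fell to 2601 without WT Cd 24 h replicate 1, 3113 without WT Cd 24 h replicate 3, 2692 without 35S::GOX2 Cd 24 h replicate 1 and 2971 without 35S::GOX2 Cd 24 h replicate 3.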

After short-term profile comparisons, we selected DEGs present in a minimum of five transcriptional profiles (55% of the profiles analyzed) originating from at least four independent studies. These conditions fit with our objective to find common footprints for peroxisome-dependent signaling from different origins. For long-term profile comparisons, however, we selected DEGs present in a minimum of four transcriptional profiles and found a small number of DEGs common to five profiles, probably due to the side effects of different stresses applied over a longer period of time, which may interfere with the ability to obtain common genes due to persistent stress situations. On the basis of these criteria, we found that 101 genes (about 1% of the 9,452 DEGs analyzed) were commonly regulated during short-time treatments (Figure 2A; Supplementary Table S4) and 86 genes (about 1% of the 8,620 DEGs analyzed) during long-time treatments (Figure 2B; Supplementary Table S5). 

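On arrays labelled 35S::GOX2 after 30 min of Cd, 41 of the 101 early genes were higher than on arrays labelled WT, 1 was lower and 59 did not pass limma's threshold. Adjusted over the list alone, 53 were higher and 3 lower. AT1G78410 had a log2 fold change of 2.42 (SE 0.37, adjusted p = 0.000488). On arrays labelled gox2 at that time, 7 early genes were higher and 3 lower (7 and 3 when adjusted over the list alone). UGT74E2, a glucosyltransferase of indole butyric acid, was at 2.35 (SE 0.72, adjusted p = 0.0492) and AT1G26380 at 1.25 (SE 0.37, adjusted p = 0.0420). The median log2 fold changes of the 101 genes were 0.55 and 0.25. The set test gave them adjusted p values of 2.39e-12 and 0.000386, and adjusted p = 0.477 and 0.543 with an estimated correlation. After 24 h of Cd, the 86 late genes went both ways. On arrays labelled gox2, 2 were higher and 3 lower (6 and 5 when adjusted over the list alone), with the histone deacetylase HDA3 at 0.33, AT1G48100 at -1.06 and the protease AT5G10760 at -1.01. On arrays labelled 35S::GOX2, 6 were higher and 8 lower (7 and 10 when adjusted over the list alone), with AT4G12490 at 0.99, AT5G10760 at -1.51 and the tyrosine aminotransferase TAT3 at -1.79. The set test of the late genes gave adjusted p values of 0.284 and 0.851. Both lists were chosen in part on these arrays, so these counts are not independent evidence of their direction. The paper's own lists for the Cd profiles hold 46 of the 101 early genes (GOX2-dependent, 30 min) and 31 (35S::GOX2-dependent, 30 min), and 16 of the 86 late genes (GOX2-dependent, 24 h). On arrays without Cd, 39 early genes were higher and 2 lower in gox2 than in WT, and 45 were higher and 6 lower in 35S::GOX2. The mean of the early genes was 0.49 and 0.38 on gox2 control replicates 2 and 3 but -0.13 on replicate 1, against -0.36 to -0.34 on arrays labelled WT control. The arrays labelled WT Cd 30 min, against which the early genes were compared, are among the 9 with low GOX2. The paper states that its criteria, which require a gene to be present in several profiles, fit its aim of finding footprints common to different origins.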

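TI1 (AT2G43510), a defensin-like trypsin inhibitor, rose on arrays labelled 35S::GOX2 after 24 h of Cd, with a log2 fold change of 0.74 against WT (SE 0.19, adjusted p = 0.0147). At 30 min it was at 0.42 (adjusted p = 0.143) on arrays labelled 35S::GOX2 and at 0.11 (adjusted p = 0.765) on arrays labelled gox2. JAZ7 (AT2G34600), a repressor of JA signaling, rose at 30 min on arrays labelled 35S::GOX2 by 2.73 (SE 0.71, adjusted p = 0.0125). Its log2 fold change was -0.02 there with slide as a fixed block. At 24 h JAZ7 was at 0.40 on arrays labelled 35S::GOX2 (adjusted p = 0.753) and at 1.13 on arrays labelled gox2 (adjusted p = 0.377). AT1G07400, a small heat shock protein, rose at 30 min on arrays labelled 35S::GOX2 by 0.86 (SE 0.28, adjusted p = 0.0385). At 24 h it was at 0.94 on arrays labelled gox2 (adjusted p = 0.0763) and at 0.20 on arrays labelled 35S::GOX2 (adjusted p = 0.682). AKR4C9, an aldo-keto reductase, AT4G15610 and BGLU11, a beta-glucosidase, did not pass limma's threshold in any of the 4 comparisons. Their log2 fold changes ranged from -0.22 to 0.69, from -0.09 to 0.49 and from -0.11 to 0.44. On arrays without Cd, TI1, AKR4C9, AT1G07400, AT4G15610 and BGLU11 were higher on arrays labelled gox2 than WT, by 1.08, 1.67, 1.01, 1.08 and 0.79 (adjusted p = 0.000765, 0.0236, 0.0116, 0.00268 and 0.0249). All gox2 control arrays were closest to an array of another label, and the group mixes sets of arrays. The calls for TI1, JAZ7 and AT1G07400 under Cd were lost with slide as a random block.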

Only six genes were common to both the short- and long-term genes selected (in bold in Supplementary Table S4). As we found only one profile for medium-term treatments, no further analyses were carried out for this period.

**Figure 2:**
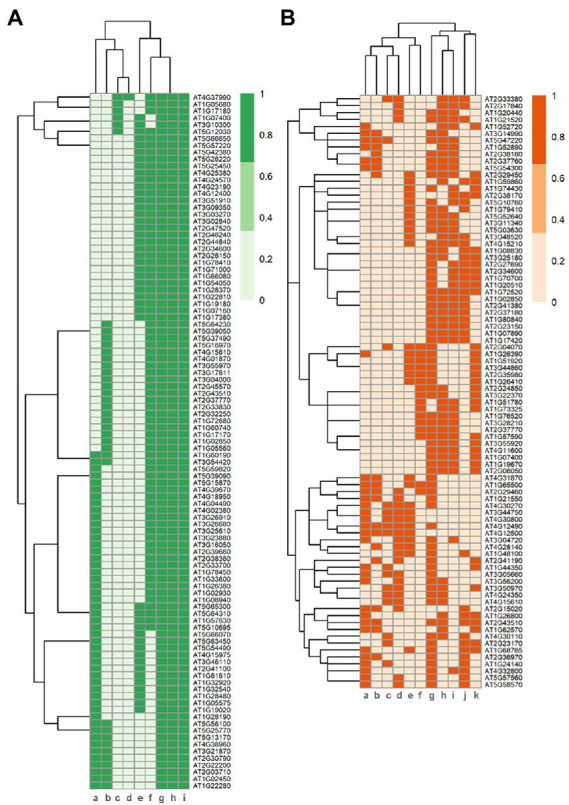
Peroxisomal-ROS-dependent transcriptional changes. Heatmap of DEGs selected from transcriptional profiles related to peroxisome-dependent signaling over the short term **(A)** and long term **(B)**. 1 denotes presence of a gene in a specific profile and 0 no presence. In **(A)**, genes selected are present in at least 5 different profiles and in (B) at least in four. X axis profiles code in **(A)**: (a) CAT2-dependent genes under high light, 180 min; (b) ACX1-dependent genes in plant response to 2,4-D, 1 h; (c) 35S::GOX2-dependent genes in plant response to Cd, 30 min; (d) GOX2-dependent genes in plant response to Cd, 30 min; (e) CAT2-dependent genes, under CO_2_-shift and high light, 180 min; (f) CAT2-dependent genes in a gox1 background, under CO_2_-shift and high light, 180 min; (g) CAT2-dependent genes in a *gox2* background, under CO_2_-shift and high light, 180 min; (h) *cat2* vs. *cat2 gox1*; (i) *cat2 vs. cat2 gox2*. X axis profiles code in **(B)**: (a) ACX1-dependent genes in plant response to 2,4-D, 72 h; (b) 35S::GOX2-dependent genes in plant response to Cd, 24 h; (c) GOX2-dependent genes in plant response to Cd, 24 h; (d) CAT2-dependent genes after CO_2_-shift, 4 days, under short-day conditions; (e) CAT2-dependent genes under CO_2_ shift, under long-day conditions, 4 days; (f) CAT2-dependent genes after CO_2_-shift, 2 days, under short-day conditions; (g) CAT2-dependent genes under CO_2_ shift, under short-day conditions, 4 days; (h) CAT2-dependent genes after CO_2_-shift, 2 days, under long-day conditions; (i) CAT2-dependent genes after CO_2_-shift, 4 days, under short-day conditions; (j) CAT2-dependent genes, under CO_2_-shift and high light, 24 h; (k) CAT2-dependent genes under CO_2_ shift, 24 h.

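The paper's lists behind 3 of the 4 Cd profiles are complete in its supplement, with 429 genes (GOX2-dependent, 30 min), 1214 genes (35S::GOX2-dependent, 30 min) and 799 genes (GOX2-dependent, 24 h). GOX2 itself is on the list of 1214. The 32627 loci, each represented by its feature with the highest mean over all arrays, were ranked by the size of their moderated t. The ranking was made in each of 17 comparisons, namely the 13 pairs of groups compared and the 4 differences of Cd responses. The area under the curve (AUC) is the chance that a listed gene ranks above a locus not on the list, and 0.5 is no enrichment. The 429 genes had an AUC of 0.412 ± 0.013 (SD of 200 bootstrap draws) between arrays labelled gox2 and WT at 30 min, where 14 of them passed limma's threshold, and 0.793 ± 0.011 (SD) between 35S::GOX2 and WT at 30 min, where 249 passed. The 1214 genes had an AUC of 0.666 ± 0.009 (SD) between 35S::GOX2 and WT at 30 min, with 544 past the threshold, and 0.835 ± 0.006 (SD) between 35S::GOX2 at 24 h of Cd and its control, with 1060. The 799 genes had an AUC of 0.583 ± 0.009 (SD) between gox2 and WT at 24 h, with 24 past the threshold, and 0.947 ± 0.002 (SD) between WT at 24 h of Cd and WT control, with 302. These second values are the highest of the 17 for each list. The comparisons differ in how many loci passed. For the 429 genes 3.3% and 58.0% passed in the 2 comparisons, against 7.5% and 16.0% of the other loci. For the 1214 genes these shares were 44.8% and 87.3%, against 15.5% and 41.3%. For the 799 genes they were 3.0% and 37.8%, against 2.1% and 2.5%. Between 35S::GOX2 and WT at 30 min the AUC of the 429 genes was 0.719 with slide as a random block and 0.452 with slide as a fixed block. The fourth list, of 35S::GOX2-dependent genes at 24 h, is shortened in the supplement and was not ranked.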

### Early peroxisome-dependent transcriptional regulation of pathways and gene families

To determine the different biological processes regulated by early peroxisome-dependent transcriptional footprints, we carried out a gene set enrichment analysis of Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, as well as protein family gene groups using Classification Super Viewer (University of Toronto), StringDB, GeneMania, PlantGSEA and Mapman tools. Several gene groups were significantly overrepresented (*p* < 0.05 and false discovery rate (FDR) < 0.05) among the early peroxisome-dependent genes (Figure 3; Supplementary Figure S1). As expected, the “Response to Stress” and “Response to Stimulus” GO groups were enriched in the different tools used such as Classification Super Viewer, StringDB and PlantGSEA. A representative number of genes and normed frequency obtained by the Classification Super Viewer tool, related to biological processes (BPs) and cellular components (CC), are presented with respect to these GO groups in Figures 3A,B. Furthermore, using the PlantGSEA tool^11^ (Figure 3C), we observed relationships between “Response to Stimulus” (GO:0050896) and “Response to Chemical Stimulus” (GO:0042221) gene sets and other significant gene sets such as “Responses to different stimuli” (abiotic, biotic, endogenous, etc.), “Response to stress” and “Immune response.” Interestingly, almost 45% of the early peroxisome-dependent genes are localized in the nucleus (Figure 3B) according to the cellular component (CC) results obtained by the Classification Super Viewer tool. These results are in accordance with the important GO categories Signal Transduction and Transcription DNA-dependent at the timings used in this study (Figure 3A).

**Figure 3:**
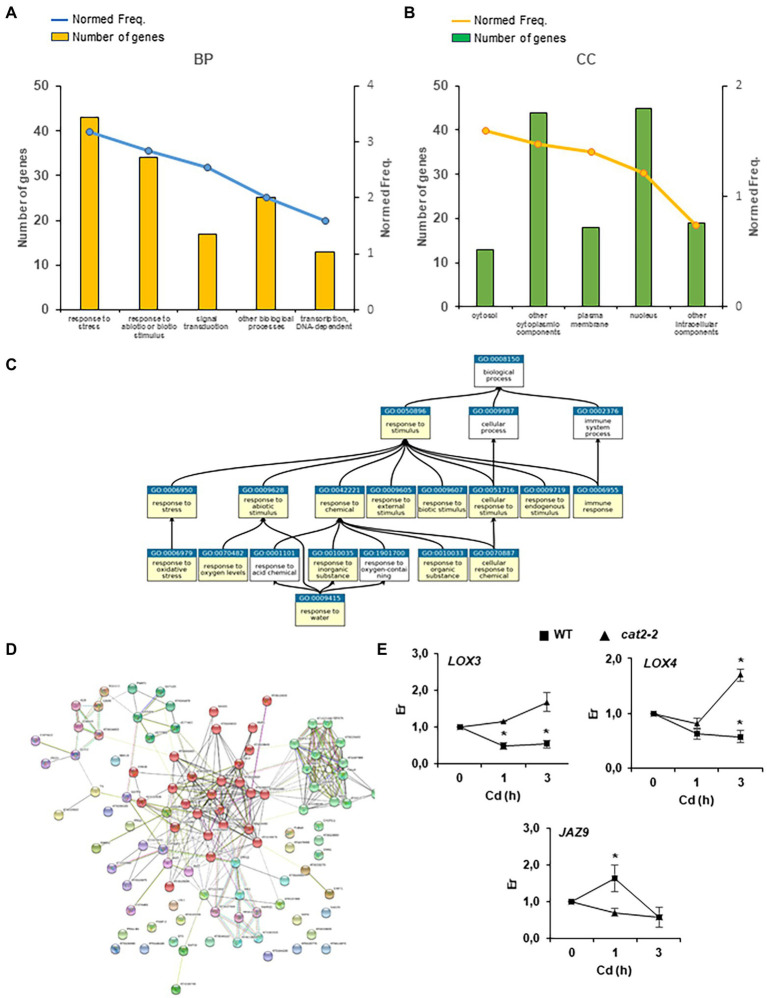
Early peroxisome-dependent genes classification. **(A)** Five main GO categories related to biological processes (BPs) and **(B)** cellular components (CCs) obtained by the Classification Super Viewer tool (http://bar.utoronto.ca/ntools/cgi-bin/). **(C)** The relationship between the selected gene sets Response to Stimulus (GO:0050896) and Response to Chemical Stimulus (GO:0042221) and other significant gene sets in category GO_BP obtained by the PlantGSEA tool (http://systemsbiology.cau.edu.cn/PlantGSEA/). **(D)** StringDB analysis of early peroxisome-dependent genes showed two main clusters: (1) Heat shock transcription factors and proteins (chaperones) in green and (2) Initial signaling cascades with phosphatases 2C, MAPK, ERF transcription factor and JAZ proteins in red. **(E)** JA biosynthetic genes, lipoxygenases 3 and 4 (*LOX3* and *LOX4*) and JA-dependent signaling gene *JAZ9*, expression in WT and *cat2-2* mutants in seedling responses to Cd stress. Relative expression (Er) in control conditions (0 h) was considered to be 1. Values represent means ±SEM. *denotes significant differences between Cd treatment and control in each genotype (*p* < 0,05; *T* student test).

Analysis of Plant Ontology gene sets showed that 90% of the early peroxisome-dependent genes were related to stamen and 80–85% to different reproductive organs such as sepals and flowers (Supplementary Figure S2). Vascular leaf tissue also accounted for 82% of the genes (Supplementary Figure S2). In addition, in the early peroxisome-dependent genes, we found a significant number of genes that are targets of HY5 and AtbHLH (PIF1) transcription factors (TFs; Supplementary Table S6). We used the StringDB tool to organize early peroxisome-dependent genes, resulting into two main clusters: (1) heat shock transcription factors and proteins (chaperones) and (2) initial signaling cascades with phosphatases 2C and MAPK, transcription factor ERF, as well as JA biosynthesis and signaling genes (Figure 3D; Supplementary Table S7). 

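Of the 13 genes of the heat shock cluster, 9 rose and none fell on arrays labelled 35S::GOX2 after 30 min of Cd in limma's comparison with WT (11 and 0 when adjusted over the list alone). The heat shock factor HSFA2 had a log2 fold change of 1.78 (SE 0.54, adjusted p = 0.0274), AT5G25450 of 1.27 (SE 0.28, adjusted p = 0.00434) and the nucleotide exchange factor FES1A of 0.94 (SE 0.25, adjusted p = 0.0144). Of the 26 genes of the signaling cluster, 18 rose and none fell (22 and 0 when adjusted over the list alone). ERF13 was at 1.98 (SE 0.60, adjusted p = 0.0277), AT1G19020 at 1.60 (SE 0.24, adjusted p = 0.000525) and CML37, a calmodulin-like protein, at 1.55 (SE 0.35, adjusted p = 0.00581). The mean of the heat shock cluster was 0.72 and 0.67 on replicates 1 and 3 but -0.25 on replicate 2, against -0.64 to -0.52 on arrays labelled WT Cd 30 min. The median log2 fold changes of the clusters were 0.94 and 1.00, and the set test gave adjusted p values of 3.86e-06 and 2.77e-14. With an estimated correlation these were adjusted p = 0.537 and 0.479. On arrays labelled gox2 at 30 min, the medians were 0.21 and 0.13, no heat shock gene passed and AT1G26380 was the only gene of the signaling cluster that did (0 in both clusters when adjusted over the list alone). The lists were drawn in part from these arrays and are not independent evidence. Without Cd, 11 genes of the heat shock cluster and 18 of the signaling cluster were higher on arrays labelled 35S::GOX2 than WT, and none was lower (12 and 22 when adjusted over the list alone). The JA biosynthesis genes LOX3 and LOX4 were higher by 1.77 (SE 0.49, adjusted p = 0.0181) and 1.93 (SE 0.59, adjusted p = 0.0304) on arrays labelled 35S::GOX2 at 30 min of Cd, and JAZ9 was at 0.16 (adjusted p = 0.653). LOX3 was at 12.15 and 12.09 on 2 of these arrays and at 9.93 on replicate 2, while the 3 arrays labelled WT Cd 30 min ranged from 9.48 to 9.77. GSTU25 was at 13.70 on replicate 2 of 35S::GOX2 Cd 30 min and at 11.48 and 11.55 on the others. Replicate 2 also held the highest GSTU25 value of the 3 arrays labelled gox2 Cd 24 h (13.71) and of those labelled 35S::GOX2 Cd 24 h (13.67). Of the genes named here as higher in 35S::GOX2, only AT1G19020 passed with slide as a random block, and with slide as a fixed block LOX3 was at -0.04.

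**Figure D2:**
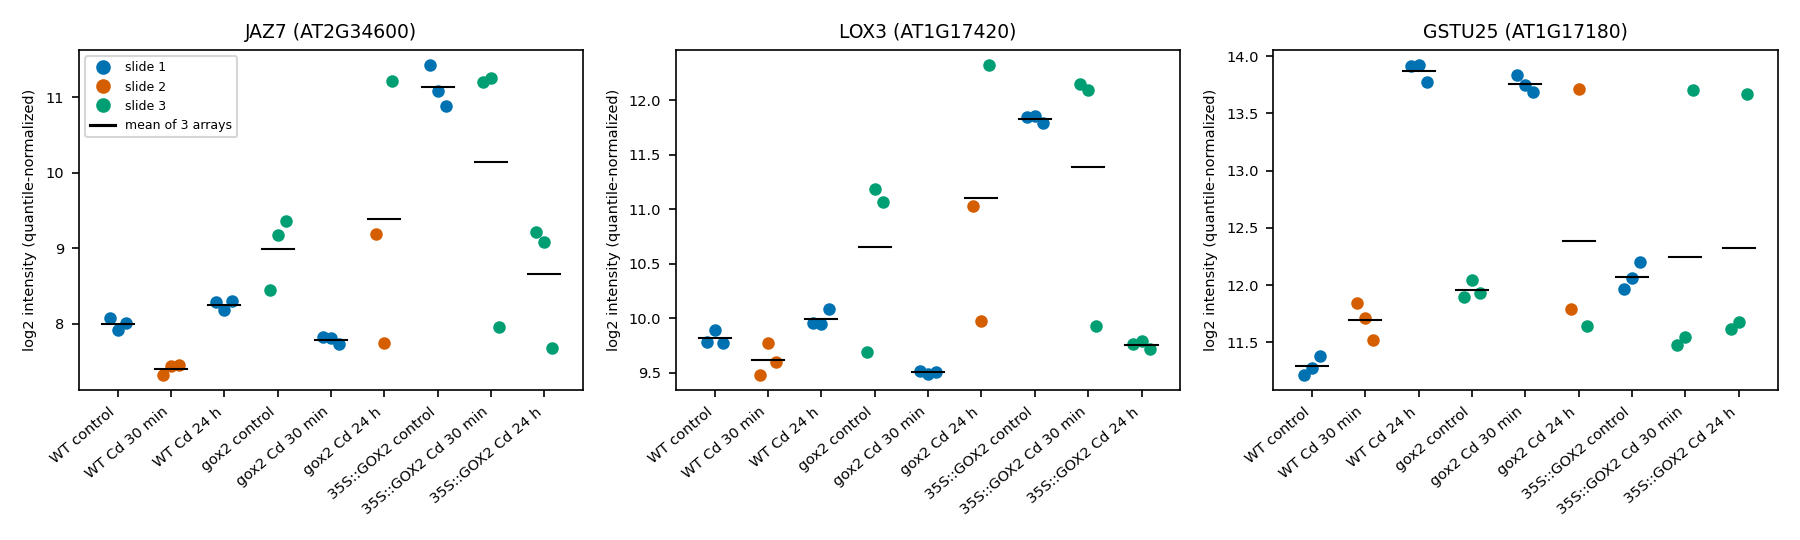
JAZ7, LOX3 and GSTU25 on each of the 27 arrays (y axis: log2 intensity, quantile-normalized; x axis: the 9 labelled groups). Each point is an array, its color is the slide, and the black line is the mean of 3 arrays; in 35S::GOX2 Cd 30 min, replicate 2 stands apart in all 3 genes, with JAZ7 at 7.96 against 11.20 and 11.25.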

We analyzed genes *LOX3* and *LOX4* involved in JA biosynthesis in plant responses to Cd stress after a short period of treatment in WT and *cat2-2* mutants. We observed a significant repression of these genes in WT plants after Cd treatment, while no repression was observed in *cat2-2* and, unlike in WT, an induction of *LOX4* in the mutants was observed after 3 h treatment (Figure 3E). Under the same conditions, *JAZ9*, involved in JA-dependent signaling, is induced in WT after 1 h treatment, but no significant changes were observed in *cat2-2* mutants (Figure 3E).

Interestingly, GeneMania analysis, with an FDR-adjusted value of p of 0.05, showed that early peroxisome-dependent genes accounted for almost 93% of the co-expression obtained collecting only data with an associated publication. The list of genes was supplemented with a maximum of 20 direct interactors of early peroxisomal-dependent genes (Supplementary Figure S3A). Most of these proteins are HSPs/chaperones, as well as well-known transcription factors related to plant responses to stress such as *ZAT10* and *WRKY 40* (Supplementary Figure S3A).

### Late peroxisome-dependent transcriptional regulation of pathways and gene families

We carried out a similar analysis to establish late peroxisome-dependent transcriptional footprints. Several gene groups were significantly overrepresented (*p* < 0.05 and FDR < 0.05) in the late peroxisome-dependent genes (Figure 4; Supplementary Figure S4). A representative number of genes and normed frequencies obtained by the Classification Super Viewer tool, related to biological processes (BP) and cellular components (CC), are presented in Figures 4A,B for these GO groups. Although we found only six genes common to both short-and long-term peroxisome-dependent genes, the “Response to Stress” and “Response to Abiotic and Biotic Stress” GO groups persisted over time (Figures 3A, 4A). The relationships between the gene sets “Response to Stimulus” (GO:0050896) and “Response to Chemical Stimulus” (GO:0042221), as well as other significant gene sets in category GO_BP such as “Responses to abiotic, biotic and endogenous stimuli,” and “Response to stress” and “Immune responses,” identified using the PlantGSEA tool, also persisted^12^ (Figure 4C). During this later period, however, the increase in normed frequency rates is related to cell wall, ER and extracellular locations, with the largest number of genes observed in the extracellular location (Figure 4B) rather than in the nucleus, as observed at the early times (Figure 3B).

**Figure 4:**
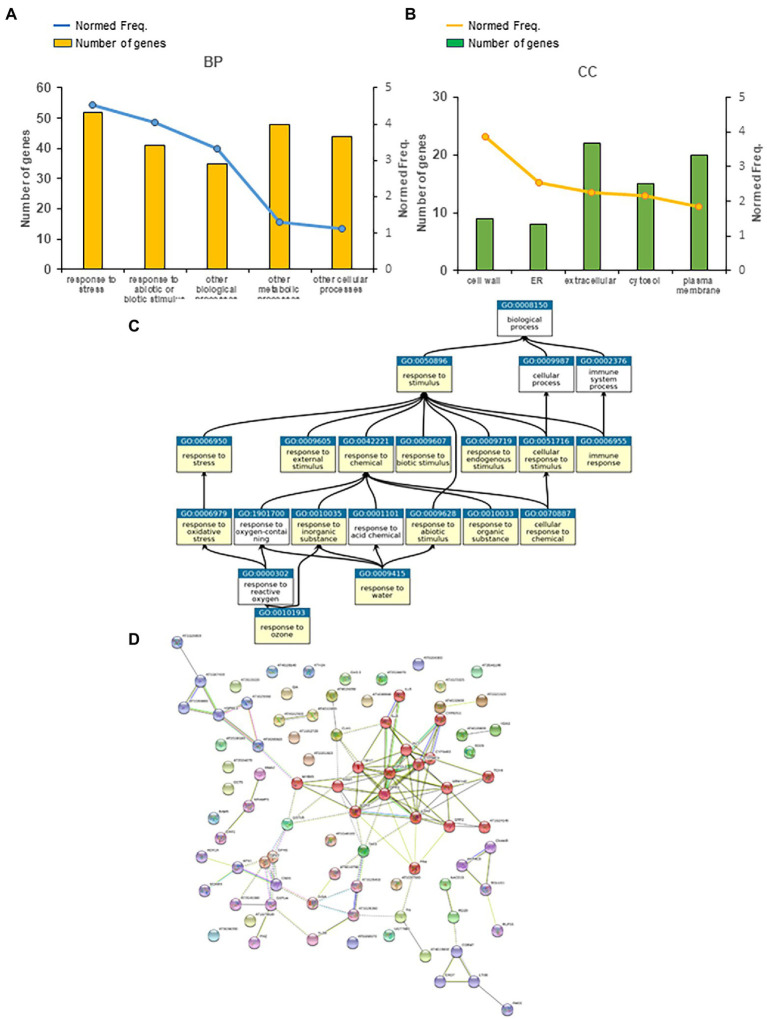
Late peroxisome-dependent genes classification. **(A)** Five main significant GO categories related to biological processes (BPs) and **(B)** cellular components (CCs) obtained using the Classification Super Viewer tool (http://bar.utoronto.ca/ntools/cgi-bin/). **(C)** The relationship between the selected gene sets Response to Stimulus (GO:0050896) and Response to Chemical Stimulus (GO:0042221) and other significant gene sets in category GO_BP obtained using the PlantGSEA tool (http://systemsbiology.cau.edu.cn/PlantGSEA/analysis.php). **(D)** StringDB analysis of late peroxisome-dependent genes showed one main cluster related to JA signaling and alpha-linolenic acid (ALA) metabolism (red), as well as two smaller clusters related to GSH metabolism (medium purple) and heat shock proteins (blue).

Changes in cellular components observed at this later time may be related to the changes observed in biological processes, with a higher normed frequency, other than “Responses to Stress,” found at this timing with respect to early responsive genes, which are “Other Metabolic and Cellular Processes” rather than “Signal Transduction” (Figure 4A). Analysis of Plant Ontology gene sets at this later timing is similar to that carried out at early times, which showed the highest number of genes (almost 90%) in vascular tissue, followed closely by stamen and sepals (Supplementary Figure S5). Interestingly, we also found a significant number of HY5 TF gene targets in late peroxisome-dependent genes (Supplementary Table S6). 

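After 24 h of Cd, no gene of the late clusters for JA, glutathione (GSH) metabolism and heat shock rose or fell by limma's test in both lines, except the cyclophilin AT3G55920. It was higher by 0.31 on arrays labelled gox2 (SE 0.08, adjusted p = 0.0406) and by 0.28 on arrays labelled 35S::GOX2 (SE 0.08, adjusted p = 0.0189), as 1 of 6 genes of the heat shock cluster (4 and 1 higher when adjusted over the list alone). The set test gave that cluster an adjusted p of 0.000631 on arrays labelled gox2, and an adjusted p = 0.537 with an estimated correlation. On gox2 Cd 24 h replicate 2 the means of the heat shock and JA clusters (-0.31 and -0.22) did not exceed those of all arrays labelled WT (-0.33 to -0.29 and -0.18 to -0.03), unlike those on replicates 1 and 3. Of 18 genes of the JA cluster, none passed on arrays labelled gox2 (1 higher when adjusted over the list alone), with a median log2 fold change of 0.47, an adjusted p of 0.0117 and an adjusted p = 0.652 with an estimated correlation. On arrays labelled 35S::GOX2 the methyltransferase FAMT was lower by limma's test (-1.24, SE 0.37, adjusted p = 0.0307; arrays overlapping) and no other JA cluster gene passed (0 when adjusted over the list alone). None of the 4 genes of GSH metabolism passed in either line, with 0 higher when adjusted over the list alone on arrays labelled gox2 and 2 on arrays labelled 35S::GOX2. At 30 min, 12 of the 18 JA cluster genes rose and 1 fell on arrays labelled 35S::GOX2 (13 and 1 when adjusted over the list alone), with an adjusted p of 1.20e-06 and an adjusted p = 0.537 with an estimated correlation. These clusters were drawn from genes selected in part on the same arrays and are not independent evidence. The list of 13 JAZ repressors shares members with the study's genes, JAZ1 among them, so it is not independent evidence either. Of these 13, 6 rose and none fell at 30 min on arrays labelled 35S::GOX2 (9 and 1 when adjusted over the list alone), with JAZ10 at 2.17 (SE 0.47, adjusted p = 0.00445) and JAZ1 at 0.90 (SE 0.22, adjusted p = 0.00882). The rise is carried by replicates 1 and 3, where the mean of the JAZ list was 0.85 and 0.88 and that of the JA cluster 0.90 and 0.97; on replicate 2 they were -0.29 and -0.23, near the arrays labelled WT Cd 30 min (-0.46 to -0.39 and -0.60 to -0.46). The set test of the JAZ repressors gave an adjusted p of 0.000178, and an adjusted p = 0.537 with an estimated correlation. Of 16 JA biosynthesis genes, 4 rose and none fell (4 and 0 when adjusted over the list alone), OPCL1 (0.82) and OPR3 (0.56) among them. Both of these also belong to the study's JA cluster. The median of the JAZ repressors with slide as a fixed block was -0.27, and OPCL1 and OPR3 were at -0.25 and -0.22. FAMT passed with slide as a random block at 30 min and not at 24 h.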

Analysis using the StringDB tool showed one main cluster for late peroxisome-dependent genes related to JA signaling and alpha-linolenic acid metabolism and two smaller clusters related to GSH metabolism and heat shock proteins (Figure 4D; Supplementary Table S8). Like early peroxisome-dependent genes, late responses accounted for almost 88% of co-expression obtained by GeneMania analysis, supplemented with a maximum of 20 direct interactors of late peroxisomal-dependent genes (Supplementary Figure S3B). In this case, most of these proteins are transcription factors associated with JA signaling such as *TIFY10A (JAZ1)*, *TIFY10B* (*JAZ2*), *TIFY11A* (*JAZ5*), *TIFY5A* (*JAZ8*) and *JAZ10* (Supplementary Figure S3B).

### Peroxisome transcriptional footprints are found in environmental stress-triggered transcriptional responses

We used peroxisome transcriptional footprints to retrieve disturbances through similar transcriptional changes. Different GO groups with the highest normed frequency related to responses to a diverse range of stresses were enriched in peroxisomal transcriptional footprints (Figures 3, 4). We therefore compared early peroxisome-dependent genes with the transcriptional changes observed after applying four representative abiotic stress conditions (heat, salt, excessive light and oxidative stress) caused by the herbicide paraquat (PQ) for a short period of time, as described in a recent analysis (Zandalinas et al., 2021). Interestingly, 72% (73 genes) of the early peroxisomal transcriptional footprints were common to all four stresses (Figure 5; Supplementary Table S9), with 85% (62 genes) being up-regulated in the different stresses (Supplementary Figure S6). Individual comparisons resulted in 83 genes (82.1%) common to heat stress, 90 genes (89.1%) to salt stress and 93 genes (92%) to PQ and high light (Figure 5), and only three genes were not found to be common to any of the stresses compared. Enrichment of the common 73 genes resulted in significant GO_BPs such as responses to chitin, organonitrogen compounds, oxidative stress, toxic substances and to endoplasmic reticulum (ER) stress (Figure 5B). The principal GO processes related to molecular function (MF) are calcium ion binding, GST activity and cofactor binding (Figure 5C). The main KEGG pathways are GSH metabolism and responses to ER stress (Supplementary Table S10).

**Figure 5:**
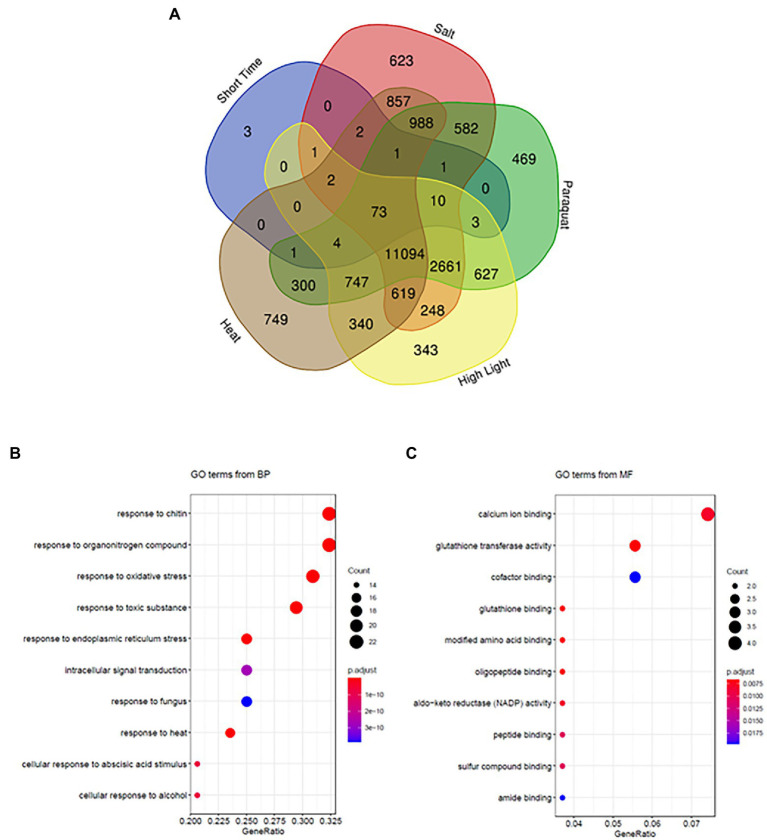
Early peroxisome-dependent genes and abiotic stress responses. **(A)** Comparison using Venny algorithms (http://bioinfogp.cnb.csic.es/tools/venny/) of early peroxisome-dependent genes with transcriptional changes after applying abiotic stress conditions (heat, salt, excess light, and paraquat). **(B)** Enrichment of common genes obtained in **(A)** showing significant GO categories in biological processes (BPs) and in **(C)** molecular function (MF).

To further confirm that peroxisomal-dependent genes highly overlap with genes responsive to different abiotic stresses, we analyzed three genes, *GSTF6*, *GSTU24* and *GSTU25*, involved in GSH metabolism (Supplementary Table S10) and two genes, *HSP17.6A* and *FES1A*, involved in HSP and ER stress pathways (Supplementary Table S7), in plant responses to PQ, salt and HS stress after a short period of treatment in WT and *cat2-2* mutants. We observed a significant induction of *GSTF6* in WT after 1 h of treatment with PQ and salt and, later on, after 3 h under HS conditions (Figure 6A). However, no induction was observed in *cat2-2* mutants, and even a significant repression was observed in these mutants in response to PQ and HS. *GSTU24* and *GSTU25*, which were repressed after 1 h of treatment and recovered their expression after 3 h of treatment in WT, behaved in a very similar way under PQ stress conditions. On the other hand, stronger repression was observed in *cat2-2* mutants, reaching close to zero at 3 h of treatment (Figure 6A). Similarly, an induction of *GSTU24* and *GSTU25* was observed in WT under salt stress, while a milder induction was observed for *GSTU24* after 3 h of treatment and *GSTU25* was repressed in *cat2-2* mutants. Under HS stress, *GSTF6* was induced in WT after 3 h of treatment, while, in *cat2-2* mutants, a repression was observed. *GSTU24* was induced after 1 h of HS stress in WT, while no changes were observed in *cat2-2* mutants. An induction similar to that for *GSTU24* was observed in WT plants under HS stress for *GSTU25*, which was maintained for 3 h, although a repression was observed in *cat2-2* mutants at this time point (Figure 6A). The genes *HSP17.6* and *FES1A* were significantly induced in WT plants following PQ and NaCl treatments, while no changes or repression were observed in *cat2-2* mutants (Figure 6B). Additionally, these genes were observed to be greatly induced under HS in WT plants, although the induction was much lower in *cat2-2* mutants (Figure 6B).

**Figure 6:**
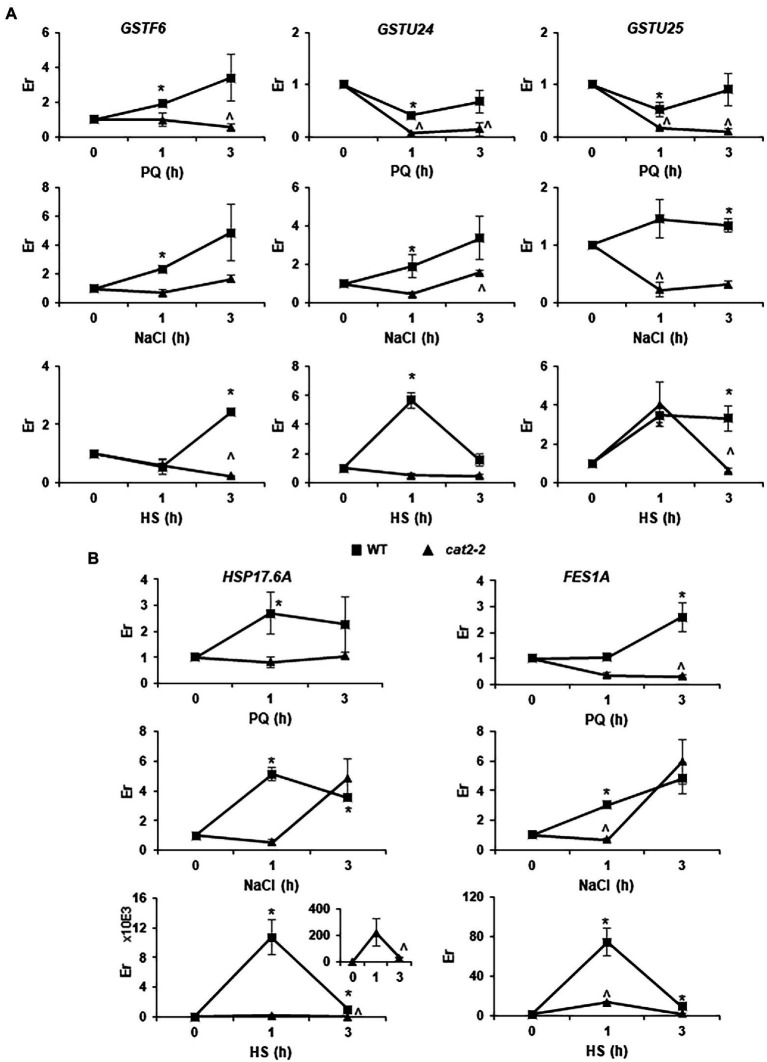
Peroxisomal-dependent gene expression under abiotic stress. GSH metabolism (*GSTF6, GSTU24* and *GSTU25*; **A**) and HSP and ER-stress (*HSP17.6A* and *FES1A*; **B**) related genes were analyzed in WT and *cat2-2* response to paraquat (PQ), salt (NaCl) or heat shock (HS) stress. Relative expression (Er) in control conditions (0 h) was considered to be 1. Values represent means ±SEM. * or ^ denotes significant differences between treatment and control in WT or *cat2-2*, respectively (*p* < 0,05; *T* student test).

### Relationship of peroxisome transcriptional footprints with ROS and other organelle-dependent transcriptional responses

Peroxisome transcriptional footprints (PTFs) are based on transcriptomic data from mutant and/or treatments associated with peroxisomal H_2_O_2_ metabolism, and “Response to Oxidative Stress” is one of the GO_BPs found to be significantly overrepresented. We therefore compared PTFs with different transcriptomic data related to ROS. Firstly, we compared early PTFs with the different clusters found in the ROS wheel, resulting from an analysis of 79 microarray studies of redox homeostasis perturbations (Willems et al., 2016). We did not find any common genes in early PTFs with clusters I, II and VIII. Cluster I can be considered a representation of plastid retrograde signaling related to gun mutants (Willems et al., 2016; Figure 7). Cluster II consisted of transcripts triggered by exposure to high light (HL) for 3 and 8 h, which is not the time period used for early PTFs in our analysis. Similarly, cluster VIII consisted of late oxidative stress treatments and constitutively involved redox perturbations. Comparison with the other clusters resulted in 18 genes common to cluster III, related to short exposure to HL, which was included in our analysis of *cat2* mutants. Five genes were found to be common to cluster IV, involving mitochondria and H_2_O_2_ treatment of cell cultures. Three genes were found to be common to cluster V and three genes to cluster VI, involving different ROS inducers and early UV and ^1^O_2_-regulated genes, respectively. Finally, five genes were found to be common to cluster VII, which is related to the impact of RBOHF on a *cat2* background. There were practically no genes common to genes from late PTFs or the different groups from the ROS wheel analysis. We found only five, three and one gene(s) common to clusters III, IV and VI, respectively (Figure 7).

**Figure 7:**
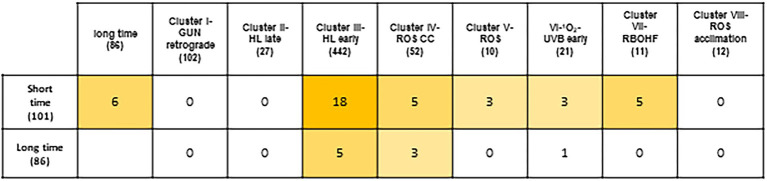
Peroxisome-dependent genes and other ROS footprints. Using the multiple list comparator application (https://www.molbiotools.com/listcompare.php) comparison of early (short-time) and late (long-time) peroxisome-dependent genes with transcriptional changes with different clusters obtained in the ROS wheel (Willems et al., 2016).

In addition to the comparison of PTFs with group I from the ROS wheel relating to plastids, we compared transcriptomic data from a mutant such as *aox1* altered in mitochondrial ROS metabolism (Giraud et al., 2008) and did not find any gene in common under control or stress conditions.

### Conserved function for plant peroxisome-dependent genes

Among all *A. thaliana* peroxisome-dependent signaling genes, we managed to assign human orthologs to 21 of their coded proteins (Table 1). Further network analysis using protein–protein interaction data identified a network of 10 clusters relating to these 21 ortholog proteins. Gene ontology enrichment analysis of molecular functions with regard to the 21 orthologs identified a cluster with significant peroxidase activity (cluster 1) which includes PRDX5, PRDX1, PRDX2 and PRDX6, as well as a second cluster with antioxidant activity (Figure 8; Supplementary Table S11). Taking into account only the heat shock proteins, heat shock factors and pPRDX5 from the analysis, we obtained a similar cluster profile, including the antioxidants SOD1 and HSPBP1 in Cluster 1 (Supplementary Figure S7). Interestingly, most of the human proteins identified are directly or indirectly associated with a predisposition to progression or the development of different cancer types (Supplementary Tables S12, S13).

**Table 1:** Domains associated with peroxisome-dependent signaling genes with human orthologs.

Peroxisome-dependent genes with orthologs (*A. thaliana*)	UniProt code (*A. thaliana*)	Protein_alias (*A. thaliana*)	UniProt code (Human)	Protein_alias (Human)
AT1G05680	A0A1W6AJW6	UGT74E1 UDP-glycosyltransferase	A0A140T9Z0	UGT2A1 UDP-glucuronosyltransferase 2A1
AT1G07160	F6LPR6	AP2C2-PP2C-type phosphatase	Q5SGD2	PPM1L-Protein phosphatase 1 l
AT1G22280	F4I1B4	PAPP2C-Phytochrome-associated phosphatase type 2C	Q5SGD2	PPM1L-Protein phosphatase 1 l
AT2G33700	P93006	PP2C27-Probable protein phosphatase 2C 27	Q8N819	PPM1N-Probable phosphatase 1 N
AT1G07400	A0A178WJ08	HSP17.8	A0A140G945	CRYAA-Alpha-crystallin A2
AT1G54050	Q9SYG1	HSP17.4B	P04792	HSPB1-α-crystallin-Hsp20 domain
AT1G78450	Q9SYN6	F3F9.4	Q5THN1	HEBP2-Heme-binding protein 2
AT2G38360	O80915	PRA1B4	Q9UI14	RABAC1-Prenylated Rab acceptor 1
AT3G04000	Q9LX78	F12M12_140-Dehydrogenase-like protein	I6L975	HSDL1-Hydroxysteroid DH like 1
AT3G09350	Q84J81	Fes1A-Hsp70-binding protein	Q9NZL4	HSPBP1 (Fes1A)-Hsp70-binding 1
AT1G33600	Q9FW48	LRR family protein	A6NIV6	LRRIQ4-LRR and IQ domain-containing protein 4
AT1G66080	A0A178W730	nuclear import carrier	Q53FT3	HIKESHI-Protein Hikeshi
AT2G37770	A0A178W1B1	oxidoreductase activity	Q04828	AKR1C1-Aldo-keto reductase family 1 member C1
AT2G45570	F4HRA1	CYP76C5-Cytochrome P450	A0N0X8	CYP1A1-Cytochrome P450
AT3G26680	O64649	Sterile alpha motif (SAM) domain-containing protein	Q6PJP8	DCLRE1A-DNAcross-link repair 1A
AT3G51910	O49402	E2F/DP winged-helixDNA-binding domain	A0A024R6X7	HSF4-HCG2025835, isoform CRA_a
AT4G23190	Q9ZP16	CRK11-Cysteine-rich receptor-like protein kinase 11	Q9Y616	IRAK3-Interleukin-1 receptor-associated kinase 3
AT5G26220	Q8GY54	GGCT2;1-Gamma-glutamylcyclotransferase 2–1	A0A2J8QDS1	CHAC1-γ-glutamylcyclotransferase
AT1G60740	B4G289	PRXIID	P30044	PRDX5
AT2G41100	A0A178VP83	CAM2;CAM3;CAM5	P27482	CALML3-Calmodulin-like protein 3

LRR, Leucine-rich repeat; PRDX5, peroxiredoxin 5; PRXIID, peroxiredoxin.

**Figure 8:**
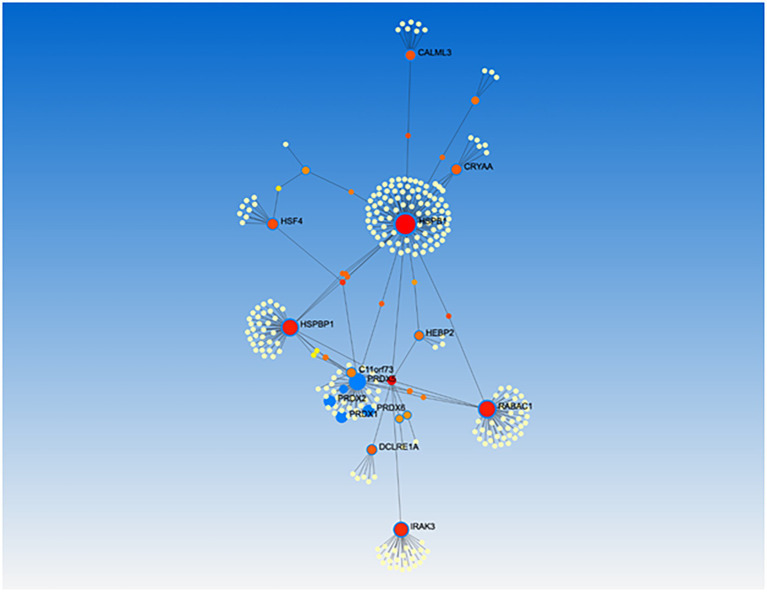
Gene ontology enrichment analysis of human orthologs to Arabidopsis peroxisome-dependent genes. Network analysis were performed using Genemania and NetworkAnalyst 3.0 and resulting networks were submitted to enrichment analysis using GO annotation and pathway databases supported by NetworkAnalyst. Cluster 1 showed peroxidase activity including: PRDX5, PRDX1, PRDX2 and PRDX6, and Cluster 2 showed antioxidant activity, including HSPB1.

## Discussion

To properly control organelle function and hence cellular metabolism, different regulatory mechanisms need to exist among the nuclei and organelles to enable information to be mutually exchanged. Retrograde signaling, by which specific signaling molecules used by organelles to transfer information to the nucleus regarding their physiological and developmental state, consequently triggers a regulation of nuclear genes. Retrograde signaling from plastids is best characterized from the initial analysis of GUN proteins, which play a major role in the process, as well as more recent elements such as metabolites and transcription factors (Kleine and Leister, 2016; Wu and Bock, 2021). Mitochondrial retrograde signaling has also been assessed in recent years (Law et al., 2014), although the signal element which transmits information remains unknown; however, multiple upstream regulatory elements, such as TFs from the NAC family, have been identified (De Clercq et al., 2013; Ng et al., 2014). It has been suggested that ROS produced in chloroplasts and mitochondria may play a key role in the retrograde signaling of these organelles (Sun et al., 2011; Huang et al., 2016; Wagner et al., 2018).

Although various analyses of mutants and treatments, leading to altered peroxisomal metabolism, have highlighted specific changes in the transcriptome, little is known about peroxisomal retrograde signaling (Su et al., 2019). Research into wide-scale peroxisome-dependent signaling began with transcriptomic analysis of treatments/mutants that affect catalase, one of the major antioxidants in the organelle, which disturbs peroxisomal H_2_O_2_ metabolism. Thus, treatment with catalase inhibitor 3-aminotriazole (AT) was initially used (Gechev et al., 2005), as well as *cat2* mutants, which affected the principal gene coding for CAT under control and stress conditions (Vanderauwera et al., 2005; Queval et al., 2007, 2012; Chaouch et al., 2010; Mhamdi et al., 2010; Sewelam et al., 2014; Waszczak et al., 2016). In addition, we used transcriptomic analysis of mutants affected in *ACX1* and *GOX2*, which are the principal sources of peroxisomal H_2_O_2_, from β-oxidation and photorespiration pathways, respectively (Sandalio et al., 2021). Double mutants which affect CAT2 and GOX1/2 have also been analyzed (Kerchev et al., 2016). We conducted a meta-analysis of the different transcriptomes available for mutants affected in peroxisomal ROS metabolism, which enabled us to identify a common group of genes that respond to peroxisomal stress. We analyzed early and later time-scale experiments separately given that plants respond at rapid rates (within the seconds-to-minutes time scale) with ROS-dependent signaling pathways which spread signals from stressed tissues throughout the systemic plant-leaves, and also given that different regulators showed a longer time scale and/or waving expression pattern (within hours). Rapid responses lead systemic tissue to become acclimated and prevent related damage, which is vital for improving growth in a changeable environment; later signaling could be involved in acclimation and/or defense responses (Kollist et al., 2019; Zandalinas et al., 2019). Thus, we found 101 and 86 genes that are commonly regulated under short-time and long-time stress treatments, respectively. Enrichment analysis of early peroxisome-dependent genes found GO categories related to responses to stress/stimulus (Figure 3) accordingly to the conditions analyzed. GeneMania analysis showed a high percentage of co-expression in the 101 genes, suggesting an early coordinated peroxisome-dependent plant response to stress. In fact, by comparing these genes with regulated transcripts following different abiotic stresses (Zandalinas et al., 2021), we found that a high percentage of these genes were regulated after all the stresses analyzed (Figure 5). Individual comparisons found that 82.1% of early peroxisome-dependent genes were common to transcriptomic responses to heat stress, with 92% observed to be common to paraquat and high light. Interestingly, 72% of early peroxisome-dependent genes are shared by the four abiotic stresses analyzed, with the associated KEGG pathways related to: (1) GSH metabolism, mainly GST activity, which is associated with detoxification and (2) to the response to ER stress.

In fact, different abiotic stresses can disrupt the correct folding of proteins in the ER, leading to so-called ER stress (Vitale and Boston, 2008; Liu and Howell, 2010). ER stress activates a response system, involving an unfolded protein response (UPR) to re-establish ER homeostasis (Angelos et al., 2017), which involves the induction of different proteins such as molecular chaperones (Angelos et al., 2017). Other ROS, such as the chloroplast singlet oxygen signaling pathway, are involved in ER-dependent protein responses (Beaugelin et al., 2020). Furthermore, the ER membrane-bound NAC domain-containing TF in Arabidopsis ANAC017, which is a master regulator of mitochondria and chloroplast retrograde signaling, has been recently associated with the regulation of the ER UPR (Meng et al., 2019). However, the mechanism underlying peroxisomal H_2_O_2_ dependence and ER stress responses requires further investigation. The peroxisome-ER relationship explored in this study is in line with the evolutionary origin of peroxisomes from the ER in order to deal with a diverse range of pathways involving ROS production, thus preventing oxidative damage to the ER (Gabaldón, 2018).

Further StringDB analysis clustered early peroxisome-dependent genes into two groups related to heat shock factors, chaperones, different TFs, as well as JA biosynthesis and signaling (Figure 3). Previous independent analyses with *cat2-2* mutants have shown that an increase in H_2_O_2_ produced in peroxisomes induces transcripts involved in protein repair responses (Queval et al., 2007; Sewelam et al., 2014); this suggests that peroxisomes could regulate some of the mechanisms leading to protein protection in plant responses to stress. On the other hand, nuclear localization of roughly half of the peroxisome-dependent genes at early time points suggests peroxisome-dependent regulation of transcription. However, most TFs and signaling molecules identified in our meta-analysis were not described by Sewelam and colleagues (Sewelam et al., 2014), probably due to the later timing of the samples analyzed (8 h) in their study. However, a large proportion of differentially regulated TFs were found in double (*cat2/3*) and triple (*cat1/2/3*) catalase mutants involving practically all TF families (Su et al., 2018). Comparison with different transcriptomic data related to ROS showed no common genes with plastid retrograde signaling by GUN proteins (Sewelam et al., 2014) or with mitochondrial *aox1*-dependent signaling (Giraud et al., 2008); these results suggest that ROS signals derived from peroxisomes differ from those from chloroplasts and mitochondria, although interconnections between ROS signals derived from different organelles cannot be ruled out (Sewelam et al., 2014; Su et al., 2018). Thus, in Arabidopsis plants, peroxisomal polyamine-dependent ROS production has been reported to promote the induction of NADPH oxidase activity which, in turn, induces an increase in oxygen consumption by an alternative mitochondrial oxidase pathway (Andronis et al., 2014). Jasmonic acid produced in peroxisomes can also modulate transcriptional and enzymatic changes in plasma membrane NADPH oxidases in rice plants in response to thiocyanate (Yu et al., 2021). The upregulation of *CAT* and *GOX* in Arabidopsis *rboh* mutants in response to Cd (Gupta et al., 2017) points to a close relationship between peroxisomal ROS and NADPH oxidase-dependent ROS production which could play a key role in cellular redox homeostasis and signaling.

Although few peroxisome-dependent genes persist over time, GO processes such as responses to stress and others are maintained, suggesting that one of the main functions of peroxisomal retrograde signaling is to coordinate responses in order to prevent cellular damage and to protect proteins under stress conditions. GeneMania analysis showed a high percentage of co-expression in the 85 genes in late peroxisome-dependent plant responses to stress. Interestingly, in early peroxisome-dependent signaling, the main gene groups are associated with the nucleus, while, with respect to later responses, the main gene groups are associated with the extracellular and plasma membrane. Similar to what occurs at early times, StringDB analysis found a clustered JA-related gene group, whose biosynthesis occurs through peroxisomes, with *ACX1* being one of the primary enzymes involved in JA biosynthesis (Castillo et al., 2004). In turn, JA regulates the number and size of peroxisomes in Arabidopsis plants by repressing *PEX11b* and *PEX11d* (Castillo et al., 2008). Although JA was initially considered a key hormone involved in plant responses to biotic stress, it has now become clear that it is also involved in abiotic stresses such as salinity, wounding, heavy metals and UV (Rodríguez-Serrano et al., 2006; Ghorbel et al., 2021). The regulation of the biosynthesis and signaling events of hormones signaling molecules produced in peroxisomes could be the most natural and efficient way to restore these stress-affected organelles. We found that both JA biosynthesis and JA-dependent signaling are affected in *cat2* mutants in plant responses to Cd stress, thus linking organellar ROS production to JA metabolism. GSH metabolism and heat shock proteins are also two small clustered groups, which points to the role of peroxisome-dependent signaling in cell redox homeostasis and protein protection. HSPs and associated co-chaperones have been reported to be involved in the regulation of JA-dependent responses, thus highlighting the link between both peroxisome-dependent clusters (Di Donato and Geisler, 2019). Recently, Meena et al. (2022) demonstrated that, in wheat, TaHsfA6b-4D, which plays a significant role in linking heat stress responses to unfolded protein responses, is localized in the ER-Golgi complex and peroxisomes under non-stress conditions; however, TaHsfA6b-4D was accumulated in the nucleus following treatment with HS, thus reinforcing the relationship between peroxisomes and ER stress. Furthermore, we showed that all the genes analyzed involved in GSH metabolism or HSP and ER-stress pathways were responsive to different abiotic stresses such as PQ, HS or NaCl in WT plants. These responses were affected in *cat2* mutants linking organellar ROS production to plant responses to abiotic stress related to detoxification, mainly through GST activity and protein repair.

Interestingly, HY5 and PIF1 target genes are overrepresented in early peroxisome-dependent signaling, with HY5 being maintained at a later time. HY5 is a bZIP TF, which directly regulates a wide range of genes mediating plant responses to hormones and abiotic stresses such as cold and UV-B (Ulm et al., 2004; Lau and Deng, 2010; Catalá et al., 2011). PIF1, which belongs to a small family of bHLH TFs that play multiple roles, is mainly accumulated in the dark, induces skotomorphogenesis and facilitates seedling greening processes (Shen et al., 2005; Stephenson et al., 2009). PIF1 regulates the expression of multiple ROS-dependent genes, while PIF1/PIF3 physically interact with HY5/HYH (a HY5 homolog); this gives rise to transcriptional modules that directly bind ROS signaling genes in order to regulate their expression in a coordinated manner (Chen et al., 2013). Different TFs, such as ethylene-responsive transcription factors (ERFs), regulatory proteins (ZAT) and heat shock proteins (HSPs), including HSP17 and HSP90 and MAPKs, are present in ROS-dependent genes regulated by PIF/HY5. Thus, it has been suggested that PIF1/PIF3-HY5/HYH act as a rheostat to fine-tune ROS-dependent signaling pathways (Chen et al., 2013). We found ERF13, ZAT12 and HSP17, among others, to be targets for PIF/HY5 in early peroxisome-dependent genes and for HSP90 in late peroxisome-dependent genes. Previous studies have shown that PIF/HY5 are involved in a peroxisomal dynamic and signaling relationship. Thus, the HYH transcription factor has been linked to peroxisomal proliferation through activation of peroxin 11b (*PEX11b*) via a phytochrome A-dependent pathway (Orth et al., 2007). In addition, PIF1/PIF3-HY5/HYH, a master regulator of plant responses to light conditions, has been shown to regulate the transcription of a number of peroxisomal genes involved in seed development and photosynthesis processes (Kaur et al., 2013). In addition, excessive light induced a phytochrome B-dependent ROS wave involved in rapid stomatal aperture responses, which is essential in plant acclimation to stress (Devireddy et al., 2020).

The ROS gene network originates in the early evolution on Earth and involves virtually all biological systems (Inupakutika et al., 2016). Mittler (2017), in particular, has shown that ROS are crucial for plant and animal life and that several ROS-dependent pathways may be shared. Thus, we identified 21 orthologs for peroxisome-dependent signaling proteins conserved in humans, whose enrichment showed different clusters, related to kinase, antioxidant and peroxidase activities, signaling receptor binding or nuclear receptor activity, among others. Remarkably, most of the 21 orthologs are associated with different stages in the development of cancers (Table 1). This is not surprising given that H_2_O_2_ can promote cell proliferation and differentiation, while CAT overexpression has been shown to reduce the growth of various cell types. Furthermore, low CAT activity has been associated with a higher risk of different cancers, including skin cancer, colorectal cancer, breast cancer and ovarian cancer [reviewed in Lismont et al., 2019]. One of the main proteins in the cluster is HSPBP1, a positive regulator of the proteasomal ubiquitin-dependent protein catabolic process which has been shown to be essential for the development and evolution of cancers such as colon, ovarian, endometrial and prostate cancer (PMID: 25193387, PMID: 21566277, PMID: 12432550). Although its relationship to the development of cancers is complex, HSPBP1 has been shown to be capable of inhibiting apoptosis and of increasing cellular antioxidant capacity (PMID: 21566277). Interestingly, ROS balance may be disrupted by the presence of high levels of iron (Fe^2+^), whose disturbances have been linked to the proliferation of cancer cells. Recently, NEET proteins have been shown to be able to regulate the levels of iron and ROS, thus inhibiting the activation of apoptosis and autophagy in cancer cells (Mittler et al., 2018).

PRXD5, which is found in human peroxisomes and mitochondria (Walbrecq et al., 2015), is a key player in the other cluster identified. The PRXD family of proteins efficiently scavenge peroxides such as hydrogen peroxide, alkyl hydro peroxide, and peroxynitrite and act as sensors and transducers of signaling by H_2_O_2_ (Walbrecq et al., 2015; Rhee, 2016). The induction of PRXD5 has been associated with different cancers, such as ovarian, breast, endometrial, lung cancer, hepatocellular carcinoma and Hodgkin’s lymphoma (Ismail et al., 2019). Its relationship with human orthologs of peroxisome-dependent signaling has not yet been investigated in humans. The PRXD 5-like proteins, AtTPX1 (At1g65980) and AtTPX2 (At1g65970), have been reported in Arabidopsis genome, with thioredoxin-dependent peroxidase activity shown to be present *in vitro* in the protein encoded by AtTPX2 (Verdoucq et al., 1999). Although the peroxisomal location of this protein has not been experimentally demonstrated, human peroxisomes have been clearly shown to act as regulatory hubs in thiol-based signaling networks (Lismont et al., 2019). However, as in the case of plant cells, further research is needed to better understand how cells decode and integrate this peroxisomal ROS-dependent signaling to produce specific responses.

In conclusion, we found that a number of peroxisome-dependent genes are commonly regulated in different mutants and stresses conditions, where peroxisomal ROS metabolism is altered. These highly co-expressed genes are shared with transcriptomic responses to several abiotic stresses. The clustered late peroxisome-dependent gene groups with regard to heat shock factors and proteins, as well as responses to ER stress and GSTs, are mainly involved in protein protection and detoxification. Different transcription factors, in addition to hormone-dependent biosynthesis and signaling, mainly with respect to JA, are present in early peroxisome-dependent genes; this suggests that initial peroxisomal stress may regulate different signaling pathways involved in plant responses to stress. Peroxisome-dependent proteins and human orthologs explored in this study should open up new perspectives and pave the way for further research into how peroxisome-derived H_2_O_2_ in plants and human cells acts as a physiological redox signaling messenger under stress conditions.

## Data availability statement

The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/genbank/, GSE199325.

## Author contributions

LT-C searched databases for transcriptomes and performed the meta-analyses. CV designed and supervised the meta-analyses and searched for human orthologs. MP-V performed experiments and made enrichment analyses. AR-G performed experiments and LMS contributed to discussion. MR-P designed the research, supervised the work, and wrote the paper. All authors contributed to the article and approved the submitted version.

## Funding

This study was funded by the Spanish Ministry of Science, Innovation and Universities (MCIU), the State Research Agency (AEI) and FEDER grant PGC2018-098372-B-I00. MP-V was supported by MCIU Research Personnel Training (FPI) grant BES-2016-076518.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

^1^ https://www.ncbi.nlm.nih.gov/geo/

^2^ http://ddlab.sci.univr.it/FunctionalGenomics/

^3^ http://bioinfogp.cnb.csic.es/tools/venny/index.html

^4^ http://bioinformatics.psb.ugent.be/webtools/Venn/

^5^ http://bar.utoronto.ca/ntools/cgi-bin/

^6^ https://string-db.org/

^7^ https://genemania.org/

^8^ https://mapman.gabipd.org/

^9^ https://www.genome.jp/kegg/

^10^ http://systemsbiology.cau.edu.cn/PlantGSEA/analysis.php

^11^ http://systemsbiology.cau.edu.cn/PlantGSEA/

^12^ http://systemsbiology.cau.edu.cn/PlantGSEA/analysis.php

# Supplementary material for: Gene network downstream plant stress response modulated by peroxisomal H2O2
**Source:** Front Plant Sci. 2022 Aug 23;13:930721. doi: 10.3389/fpls.2022.930721
**Supplement:** Supplementary file 1

SUPPLEMENTARY MATERIAL

Suppl. Table S1. Primers used in this work.

Gene	Primer sequence (5' → 3')	ID
<i>Tubulin beta 4-F</i>	GAGGGAGCCATTGACAACATCTT	AT5G44340
<i>Tubulin beta 4-R</i>	GCGAACAGTTCACAGCTATGTTCA	
<i>Lipoxygenase 3 (LOX3)-F</i>	CACTGCAATTCACAAGCAACC	AT1G17420
<i>Lipoxygenase 3 (LOX3)-R</i>	CAAAGGAGGAATCGGAGAAGC	
<i>Lipoxygenase 4 (LOX4)-F</i>	TGGGTTCTCGTCTAATCTTCGAG	AT1G72520
<i>Lipoxygenase 4 (LOX4)-R</i>	AGGGTTGATGGAGAACTGTGTTC	
<i>JASMONATE-ZIM-DOMAIN PROTEIN 9 (JAZ9)-F</i>	CGTTGCTGCGACTAATGCAA	AT1G70700
<i>JASMONATE-ZIM-DOMAIN PROTEIN 9 (JAZ9)-R</i>	CCAAGAACCGAGCCAAGGAT	
<i>FES1A-F</i>	AAGTAGCAGCATAGATAA	AT3G09350
<i>FES1A-R</i>	GAAGAAGGTTTCATTGTAG	
<i>GLUTATHIONE S-TRANSFERASE24 (GSTU24)-F</i>	ATTTCTGGGCGAGTATGTTT	AT1G17170
<i>GLUTATHIONE S-TRANSFERASE24 (GSTU24)-R</i>	TGGATGAGAACCGGAATTTT	
<i>GLUTATHIONE S-TRANSFERASE25 (GSTU25)-F</i>	TGGTTTGAAGCGTATGAGAA	AT1G17180
<i>GLUTATHIONE S-TRANSFERASE25 (GSTU25)-R</i>	CTTAGCTCAGGAACGAACTT	
<i>GLUTATHIONE S-TRANSFERASE 6 (GSTF6)-F</i>	CAGTTGGTTCAAAGCTTGTT	AT1G02930
<i>GLUTATHIONE S-TRANSFERASE 6 (GSTF6)-R</i>	AGGGATAGTGTGAAGATCGA	
<i>HEAT SHOCK PROTEIN 17.6A (HSP17.6A)-F</i>	TCGTAACAACCCTTCAAGAG	AT5G12030
<i>HEAT SHOCK PROTEIN 17.6A (HSP17.6A)-R</i>	CTCCATCCTCACAAACTTCA	

Suppl. Table S2. Works used in the meta-analysis.

Code	Mutant	Tissue	Treatment	Conditions	Time (min)	Reference	Gene selection
1	KO <i>cat2</i>	adult leave	high light	long day	180	Vanderawera <i>et al.</i> , 2005	
2	KO <i>acx1-2</i>	adult leave	2,4-D	long day	60	Romero-Puertas <i>et al.</i> , 2022	
3	KO <i>acx1-2</i>	adult leave	2,4-D	long day	4320	Romero-Puertas <i>et al.</i> , 2022	
4	<i>35S::GOX2</i>	seedling	Cd (100 μ M)	long day	1440	GSE199325	
5	<i>35S::GOX2</i>	seedling	Cd (100 μ M)	long day	30	GSE199325	
6	<i>gox2-1</i>	seedling	Cd (100 μ M)	long day	1440	GSE199325	
7	<i>gox2-1</i>	seedling	Cd (100 μ M)	long day	30	GSE199325	
8	KO <i>cat2</i>	adult leave	high CO ₂ and later normal air	short day	5760	Mhamdi <i>et al.</i> , 2010	
9	KO <i>cat2</i>	adult leave	high CO ₂ and later normal air	long day	5760	Mhamdi <i>et al.</i> , 2010	
10	KO <i>cat2</i>	adult leave	high CO ₂ and later normal air (short day)	short day	2880	Queval <i>et al.</i> , 2012	
11	KO <i>cat2</i>	adult leave	high CO ₂ and later normal air (short day)	short day	5760	Queval <i>et al.</i> , 2012	
12	KO <i>cat2</i>	adult leave	high CO ₂ and later normal air (long day)	short day	2880	Queval <i>et al.</i> , 2012	
13	KO <i>cat2</i>	adult leave	high CO ₂ and later normal air (long day)	short day	5760	Queval <i>et al.</i> , 2012	
14	KO <i>cat2</i>	adult leave	high CO ₂ and later normal air (long day)	long day	480	Sewelam <i>et al.</i> , 2014	
15	KO <i>cat2</i>	adult leave	high light, high CO ₂ and later normal air	long day	180	Kerchev <i>et al.</i> , 2016	
16	<i>cat2-2gox1-1</i>	adult leave	high light, high CO ₂ and later normal air	long day	180	Kerchev <i>et al.</i> , 2016	
17	<i>cat2-2gox2-1</i>	adult leave	high light, high CO ₂ and later normal air	long day	180	Kerchev <i>et al.</i> , 2016	
18	<i>cat2</i> vs. <i>cat2-2gox1-1</i>	adult leave	high CO ₂ and later normal air	long day	180	Kerchev <i>et al.</i> , 2016	
19	<i>cat2</i> vs. <i>cat2-2gox2-1</i>	adult leave	high CO ₂ and later normal air	long day	180	Kerchev <i>et al.</i> , 2016	
20	KO <i>cat2</i>	adult leave	high light, high CO ₂ and normal air	long day	1440	Waszczak <i>et al.</i> , 2016	
21	KO <i>cat2</i>	adult leave	high CO ₂ and normal air	long day	1440	Waszczak <i>et al.</i> , 2016	

SHORT TIME (9 profiles): 1, 2, 5, 7, 15, 16, 17, 18, 19

MEDIUM TIME (1 profile): 14

LONG TIME (11 profiles): 3, 4, 6, 8, 9, 10, 11, 12, 13, 20, 21

Suppl. Table S3. Datasheets used in the meta-analysis

Suppl. Table S4. Early peroxisomal-dependent transcripts.

	AGI ID	Annotation
1	AT1G72680	ATCAD1_CAD1 cinnamyl-alcohol dehydrogenase
2	AT3G51910	AT-HSFA7A_HSFA7A heat shock transcription factor A7A
3	AT2G46240	ATBAG6_BAG6 BCL-2-associated athanogene 6
4	AT4G12400	Hop3 stress-inducible protein, putative
5	AT4G25380	AtSAP10_SAP10 stress-associated protein 10
6	AT3G09350	Fes1A Fes1A
7	AT1G54050	HSP20-like chaperones superfamily protein
8	AT1G28370	ATERF11_ERF11 ERF domain protein 11
9	AT4G38960	BBX19 B-box type zinc finger family protein
10	AT4G24570	DIC2 dicarboxylate carrier 2
11	AT2G41100	ATCAL4_TCH3 Calcium-binding EF hand family protein
12	AT1G28480	GRX480_roxy19 Thioredoxin superfamily protein
13	AT1G19180	AtJAZ1_JAZ1_TIFY10A jasmonate-zim-domain protein 1
14	AT1G02930	ATGST1_ATGSTF3_ATGSTF6_ERD11_GST1_GSTF6 glutathione S-transferase 6
15	AT2G45570	CYP76C2 cytochrome P450, family 76, subfamily C, polypeptide 2
16	AT2G03710	AGL3_SEP4 K-box region and MADS-box transcription factor family protein
17	**AT2G43510**	ATTI1_TI1 trypsin inhibitor protein 1
18	AT1G78410	VQ motif-containing protein
19	AT3G02840	ARM repeat superfamily protein
20	AT4G39670	Glycolipid transfer protein (GLTP) family protein
21	AT5G59820	AtZAT12_RHL41_ZAT12 C2H2-type zinc finger family protein
22	AT5G54490	PBP1 pinoid-binding protein 1
23	AT1G17380	JAZ5_TIFY11A jasmonate-zim-domain protein 5
24	AT2G44840	ATERF13_EREBP_ERF13 ethylene-responsive element binding factor 13
25	AT4G18950	Integrin-linked protein kinase family
26	AT1G57630	Toll-Interleukin-Resistance (TIR) domain family protein
27	AT1G26380	FAD-binding Berberine family protein
28	AT3G03270	Adenine nucleotide alpha hydrolases-like superfamily protein
29	AT1G02450	NIMIN-1_NIMIN1 NIM1-interacting 1
30	AT1G19020	
31	AT4G04490	CRK36 cysteine-rich RLK (RECEPTOR-like protein kinase) 36
32	AT4G02380	AtLEA5_SAG21 senescence-associated gene 21
33	AT1G33600	Leucine-rich repeat (LRR) family protein
34	AT5G13170	AtSWEET15_SAG29_SWEET15 senescence-associated gene 29
35	AT2G26150	ATHSFA2_HSFA2 heat shock transcription factor A2
36	**AT2G37770**	AKR4C9_ChIAKR NAD(P)-linked oxidoreductase superfamily protein
37	**AT2G34600**	JAZ7_TIFY5B jasmonate-zim-domain protein 7
38	AT2G33700	PP2CG1 Protein phosphatase 2C family protein
39	AT1G71000	Chaperone DnaJ-domain superfamily protein
40	AT1G66080	
41	**AT1G07400**	HSP20-like chaperones superfamily protein
42	AT3G16050	A37_ATPDX1.2_PDX1.2 pyridoxine biosynthesis 1.2
43	AT2G47520	AtERF71_ERF71_HRE2 Integrase-type DNA-binding superfamily protein
44	AT4G37990	ATCAD8_CAD-B2_ELI3_ELI3-2 elicitor-activated gene 3-2
45	AT5G57220	CYP81F2 cytochrome P450, family 81, subfamily F, polypeptide 2
46	AT2G32250	FRS2 FAR1-related sequence 2
47	AT1G05680	UGT74E2 Uridine diphosphate glycosyltransferase 74E2
48	AT1G32920	
49	AT1G32540	LOL1 lsd one like 1
50	AT2G39660	BIK1 botrytis-induced kinase1

51	AT5G10695	
52	AT5G12030	AT-HSP17.6A_HSP17.6_HSP17.6A heat shock protein 17.6A
53	AT5G42380	CML37 calmodulin like 37
54	AT3G10300	Calcium-binding EF-hand family protein
55	AT1G22280	PAPP2C phytochrome-associated protein phosphatase type 2C
56	AT4G23190	AT-RLK3_CRK11 cysteine-rich RLK (RECEPTOR-like protein kinase) 11
57	AT3G54420	ATCHITIV_ATEP3_CHIV_EP3 homolog of carrot EP3-3 chitinase
58	AT5G25770	alpha/beta-Hydrolases superfamily protein
59	AT1G60190	AtPUB19_PUB19 ARM repeat superfamily protein
60	AT3G21870	CYCP2;1 cyclin p2;1
61	AT1G28190	
62	AT1G08940	Phosphoglycerate mutase family protein
63	AT1G05560	UGT1_UGT75B1 UDP-glucosyltransferase 75B1
64	AT2G30790	PSBP-2 photosystem II subunit P-2
65	AT1G17170	ATGSTU24_GST_GSTU24 glutathione S-transferase TAU 24
66	AT1G05575	
67	AT5G63450	CYP94B1 cytochrome P450, family 94, subfamily B, polypeptide 1
68	AT5G16970	AER_AT-AER alkenal reductase
69	AT4G01870	tolB protein-related
70	**AT4G15610**	Uncharacterised protein family (UPF0497)
71	AT1G17180	ATGSTU25_GSTU25 glutathione S-transferase TAU 25
72	AT3G26910	hydroxyproline-rich glycoprotein family protein
73	AT2G22200	Integrase-type DNA-binding superfamily protein
74	AT1G22810	Integrase-type DNA-binding superfamily protein
75	AT3G26680	ATSNM1_SNM1 DNA repair metallo-beta-lactamase family protein
76	AT5G65300	
77	AT5G37490	ARM repeat superfamily protein
78	AT1G61610	S-locus lectin protein kinase family protein
79	AT5G15870	glycosyl hydrolase family 81 protein
80	AT5G25450	Cytochrome bd ubiquinol oxidase, 14kDa subunit
81	AT3G04000	NAD(P)-binding Rossmann-fold superfamily protein
82	AT5G39090	HXXXD-type acyl-transferase family protein
83	AT2G38360	PRA1.B4 prenylated RAB acceptor 1.B4
84	AT3G55970	ATJRG21_JRG21 jasmonate-regulated gene 21
85	AT4G15975	RING/U-box superfamily protein
86	AT5G66070	RING/U-box superfamily protein
87	AT5G39050	PMAT1 HXXXD-type acyl-transferase family protein
88	AT5G56100	glycine-rich protein / oleosin
89	AT5G64230	
90	AT5G26220	AtGGCT2;1_GGCT2;1 ChaC-like family protein
91	AT3G23880	F-box and associated interaction domains-containing protein
92	AT2G33830	AtDRM2_DRM2 Dormancy/auxin associated family protein
93	AT3G46110	Domain of unknown function (DUF966)
94	AT3G25610	ATPase E1-E2 type family protein / haloacid dehalogenase-like hydrolase family protein
95	AT5G64310	AGP1_ATAGP1 arabinogalactan protein 1
96	AT5G66650	Protein of unknown function (DUF607)
97	AT1G60740	Thioredoxin superfamily protein
98	AT1G07160	Protein phosphatase 2C family protein
99	**AT1G02850**	BGLU11 beta glucosidase 11
100	AT1G78450	SOUL heme-binding family protein
101	AT3G17611	ATRBL10_ATRBL14_RBL10_RBL14 RHOMBOID-like protein 14

Suppl. Table S5. Late peroxisomal-dependent genes.

	**AGI ID**	**Annotation**
1	AT3G44750	ATHD2A_HD2A_HDA3_HDT1 histone deacetylase 3
2	AT1G68765	IDA Putative membrane lipoprotein
3	AT3G48520	CYP94B3 cytochrome P450, family 94, subfamily B, polypeptide 3
4	AT2G38180	SGNH hydrolase-type esterase superfamily protein
5	AT1G52890	ANAC019_NAC019 NAC domain containing protein 19
6	AT1G72520	ATLOX4_LOX4 PLAT/LH2 domain-containing lipoxigenase family protein
7	AT1G07890	APX1_ATAPX01_ATAPX1_CS1_MEE6 ascorbate peroxidase 1
8	AT4G30800	Nucleic acid-binding, OB-fold-like protein
9	AT1G17420	ATLOX3_LOX3 lipoxigenase 3
10	AT2G35980	ATNHL10_NHL10_YLS9_Late embryogenesis abundant (LEA) hydroxyproline-rich glycoprotein family
11	AT3G11340	UGT76B1 UDP-Glycosyltransferase superfamily protein
12	AT5G47220	ATERF-2_ATERF2_ERF2 ethylene responsive element binding factor 2
13	AT4G32800	Integrase-type DNA-binding superfamily protein
14	AT1G74430	ATMYB95_ATMYBCP66_MYB95 myb domain protein 95
15	AT4G28140	Integrase-type DNA-binding superfamily protein
16	AT1G70700	JAZ9_TIFY7 TIFY domain/Divergent CCT motif family protein
17	AT1G20510	OPCL1 OPC-8:0 CoA ligase1
18	AT1G44350	ILL6 IAA-leucine resistant (ILR)-like gene 6
19	AT5G57560	TCH4_XTH22 Xyloglucan endotransglucosylase/hydrolase family protein
20	AT1G79410	AtOCT5_OCT5 organic cation/carnitine transporter5
21	AT5G10760	Eukaryotic aspartyl protease family protein
22	AT1G19670	ATCLH1_ATHCOR1_CLH1_COR1 chlorophyllase 1
23	AT4G15210	AT-BETA-AMY_ATBETA-AMY_BAM5_BMY1_RAM1 beta-amylase 5
24	AT2G43510	ATTI1_TI1 trypsin inhibitor protein 1
25	AT4G12490	Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein
26	AT3G50970	LTI30_XERO2 dehydrin family protein
27	AT3G28210	PMZ_SAP12 zinc finger (AN1-like) family protein
28	AT2G23150	ATNRAMP3_NRAM3 natural resistance-associated macrophage protein 3
29	AT1G26410	FAD-binding Berberine family protein
30	AT3G04720	AtPR4_HEL_PR-4_PR4 pathogenesis-related 4
31	AT2G38170	ATCAX1_CAX1_RCI4 cation exchanger 1
32	AT1G08830	CSD1 copper/zinc superoxide dismutase 1
33	AT4G31870	ATGPX7_GPX7 glutathione peroxidase 7
34	AT1G51780	ILL5 IAA-leucine resistant (ILR)-like gene 5
35	AT1G80840	ATWRKY40_WRKY40 WRKY DNA-binding protein 40
36	AT2G33380	AtCLO3_CLO-3_CLO3_RD20 Caleosin-related family protein
37	AT2G34600	JAZ7_TIFY5B jasmonate-zim-domain protein 7
38	AT2G27690	CYP94C1 cytochrome P450, family 94, subfamily C, polypeptide 1
39	AT2G24850	TAT_TAT3 tyrosine aminotransferase 3
40	AT2G37770	AKR4C9_ChIAKR NAD(P)-linked oxidoreductase superfamily protein
41	AT2G06050	AtOPR3_DDE1_OPR3 oxophytodienoate-reductase 3
42	AT2G37760	AKR4C8 NAD(P)-linked oxidoreductase superfamily protein
43	AT2G17840	ERD7 Senescence/dehydration-associated protein-related
44	AT3G22370	AOX1A_ATAOX1A_AtHSR3_HSR3 alternative oxidase 1A
45	AT2G37180	PIP2;3_PIP2C_RD28 Aquaporin-like superfamily protein
46	AT5G03630	ATMDAR2 Pyridine nucleotide-disulphide oxidoreductase family protein
47	AT1G20440	AtCOR47_COR47_RD17 cold-regulated 47
48	AT1G07400	HSP20-like chaperones superfamily protein
49	AT3G05660	AtRLP33_RLP33 receptor like protein 33
50	AT1G59860	HSP20-like chaperones superfamily protein
51	AT4G11600	ATGPX6_GPX6_LSC803_PHGPX glutathione peroxidase 6
52	AT5G52640	ATHS83_ATHSP90.1_HSP81-1_HSP81.1_HSP83_HSP90.1 heat shock protein 90.1
53	AT1G73325	Kunitz family trypsin and protease inhibitor protein

54	AT1G26390	FAD-binding Berberine family protein
55	AT4G24350	Phosphorylase superfamily protein
56	AT1G48100	Pectin lyase-like superfamily protein
57	AT3G25180	CYP82G1 cytochrome P450, family 82, subfamily G, polypeptide 1
58	AT3G55920	Cyclophilin-like peptidyl-prolyl cis-trans isomerase family protein
59	AT2G29460	ATGSTU4_GST22_GSTU4 glutathione S-transferase tau 4
60	AT2G41380	S-adenosyl-L-methionine-dependent methyltransferases superfamily protein
61	AT4G15610	Uncharacterised protein family (UPF0497)
62	AT3G14990	AtDJ1A_DJ-1a_DJ1A Class I glutamine amidotransferase-like superfamily protein
63	AT1G76520	PILS3 Auxin efflux carrier family protein
64	AT1G62570	FMO GS-OX4 flavin-monooxygenase glucosinolate S-oxygenase 4
65	AT2G15020	
66	AT2G29450	AT103-1A_ATGSTU1_ATGSTU5_GSTU5 glutathione S-transferase tau 5
67	AT1G24140	Matrixin family protein
68	AT2G04070	MATE efflux family protein
69	AT4G30270	MERI-5_MERI5B_SEN4_XTH24 xyloglucan endotransglucosylase/hydrolase 24
70	AT4G30110	ATHMA2_HMA2 heavy metal atpase 2
71	AT2G41190	Transmembrane amino acid transporter family protein
72	AT3G56200	Transmembrane amino acid transporter family protein
73	AT2G23170	GH3.3 Auxin-responsive GH3 family protein
74	AT1G21550	Calcium-binding EF-hand family protein
75	AT5G54300	Protein of unknown function (DUF761)
76	AT3G44860	FAMT farnesoic acid carboxyl-O-methyltransferase
77	AT1G52720	
78	AT1G65500	
79	AT5G58570	
80	AT2G36970	UDP-Glycosyltransferase superfamily protein
81	AT4G12500	Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein
82	AT1G57590	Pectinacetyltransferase family protein
83	AT1G02850	BGLU11 beta glucosidase 11
84	AT1G51920	
85	AT1G26800	RING/U-box superfamily protein
86	AT1G21520	

Suppl. Table S6. TFs for early and late peroxisomal-dependent genes.

Early

Gene Set Name (NO. Genes)	Description	Category	NO. Genes in Overlap (k)	p-value	FDR
HY5_CONFIRMED (221)	Confirmed target genes of transcription factor: HY5	TF	8	1.48E-06	4.35E-05
HY5_CONFIRMED_AND_UNCONFIRMED (260)	Confirmed and Unconfirmed target genes of transcription factor: HY5	TF	8	4.76E-06	6.97E-05
ATBHLH15_CONFIRMED_AND_UNCONFIRMED (749)	Confirmed and Unconfirmed target genes of transcription factor: AtbHLH15	TF	9	1.37E-03	0.0134
ATBHLH15_CONFIRMED (190)	Confirmed target genes of transcription factor: AtbHLH15	TF	4	4.77E-03	0.0349

Late

Gene Set Name (NO. Genes)	Description
HY5_CONFIRMED_AND_UNCONFIRMED (260)	Confirmed and Unconfirmed target genes of transcription factor: HY5
HY5_CONFIRMED (221)	Confirmed target genes of transcription factor: HY5

Suppl. Table S7. StringDB analysis for early peroxisomal-dependent genes.

Cluster color	Gene count	Protein name	Protein identifier
Red	18	CYP94B3	3702.AT3G48520.1
Red	18	JAZ7	3702.AT2G34600.1
Red	18	MYB95	3702.AT1G74430.1
Red	18	CYP94C1	3702.AT2G27690.1
Red	18	ERF2	3702.AT5G47220.1
Red	18	AT1G24140	3702.AT1G24140.1
Red	18	LOX3	3702.AT1G17420.1
Red	18	OPCL1	3702.AT1G20510.1
Red	18	CYP82G1	3702.AT3G25180.1
Red	18	TCH4	3702.AT5G57560.1
Red	18	LOX4	3702.AT1G72520.1
Red	18	TIFY7	3702.AT1G70700.1
Red	18	ILL5	3702.AT1G51780.1
Red	18	WRKY40	3702.AT1G80840.1
Red	18	OPR3	3702.AT2G06050.1
Red	18	FAMT	3702.AT3G44860.1
Red	18	ILL6	3702.AT1G44350.1
Red	18	PR4	3702.AT3G04720.1
Blue	6	AT1G59860	3702.AT1G59860.1
Blue	6	HSP90.1	3702.AT5G52640.1
Blue	6	AT1G07400	3702.AT1G07400.1
Blue	6	AT3G55920	3702.AT3G55920.1

Blue	6	AT1G21550	3702.AT1G21550.1
Blue	6	AT1G26800	3702.AT1G26800.1
Red	26	ERF11	3702.AT1G28370.1
Red	26	AT5G10695	3702.AT5G10695.1
Red	26	AT1G26380	3702.AT1G26380.1
Red	26	AT4G39670	3702.AT4G39670.1
Red	26	AT1G05575	3702.AT1G05575.1
Red	26	AT1G28190	3702.AT1G28190.1
Red	26	AT3G10300	3702.AT3G10300.3
Red	26	CRK36	3702.AT4G04490.1
Red	26	ERF13	3702.AT2G44840.1
Red	26	AT5G66650	3702.AT5G66650.1
Red	26	AT1G32920	3702.AT1G32920.1
Red	26	AT3G25610	3702.AT3G25610.1
Red	26	AT1G19020	3702.AT1G19020.1
Red	26	JAZ1	3702.AT1G19180.1
Red	26	At5g54490	3702.AT5G54490.1
Red	26	AT5G65300	3702.AT5G65300.1
Red	26	AT1G08940	3702.AT1G08940.1
Red	26	RHL41	3702.AT5G59820.1
Red	26	AGP1	3702.AT5G64310.1
Red	26	TCH3	3702.AT2G41100.1
Red	26	AT5G66070	3702.AT5G66070.2
Red	26	AT3G02840	3702.AT3G02840.1
Red	26	CML37	3702.AT5G42380.1
Red	26	SAG21	3702.AT4G02380.1
Red	26	AT1G57630	3702.AT1G57630.1
Red	26	dic-02	3702.AT4G24570.1
Light Green	13	HSFA2	3702.AT2G26150.1
Light Green	13	Hop3	3702.AT4G12400.2
Light Green	13	HSP17.6A	3702.AT5G12030.1
Light Green	13	RBL14	3702.AT3G17611.1
Light Green	13	BAG6	3702.AT2G46240.1
Light Green	13	AT1G07400	3702.AT1G07400.1
Light Green	13	HSFA7A	3702.AT3G51910.1
Light Green	13	PDX1.2	3702.AT3G16050.1
Light Green	13	Fes1A	3702.AT3G09350.1
Light Green	13	AT1G54050	3702.AT1G54050.1
Light Green	13	AT1G66080	3702.AT1G66080.1
Light Green	13	AT5G25450	3702.AT5G25450.1
Light Green	13	AT1G71000	3702.AT1G71000.1

Suppl. Table S8. StringDB analysis for late peroxisomal-dependent genes.

Cluster color	Gene count	Protein name	Protein identifier
Red	18	CYP94B3	3702.AT3G48520.1
Red	18	JAZ7	3702.AT2G34600.1
Red	18	MYB95	3702.AT1G74430.1
Red	18	CYP94C1	3702.AT2G27690.1
Red	18	ERF2	3702.AT5G47220.1

Red	18	AT1G24140	3702.AT1G24140.1
Red	18	LOX3	3702.AT1G17420.1
Red	18	OPCL1	3702.AT1G20510.1
Red	18	CYP82G1	3702.AT3G25180.1
Red	18	TCH4	3702.AT5G57560.1
Red	18	LOX4	3702.AT1G72520.1
Red	18	TIFY7	3702.AT1G70700.1
Red	18	ILL5	3702.AT1G51780.1
Red	18	WRKY40	3702.AT1G80840.1
Red	18	OPR3	3702.AT2G06050.1
Red	18	FAMT	3702.AT3G44860.1
Red	18	ILL6	3702.AT1G44350.1
Red	18	PR4	3702.AT3G04720.1
Blue	6	AT1G59860	3702.AT1G59860.1
Blue	6	HSP90.1	3702.AT5G52640.1
Blue	6	AT1G07400	3702.AT1G07400.1
Blue	6	AT3G55920	3702.AT3G55920.1
Blue	6	AT1G21550	3702.AT1G21550.1
Blue	6	AT1G26800	3702.AT1G26800.1
Medium Purple	4	APX1	3702.AT1G07890.1
Medium Purple	4	CSD1	3702.AT1G08830.1
Medium Purple	4	MDAR4	3702.AT3G27820.1
Medium Purple	4	AOX1A	3702.AT3G22370.1

Suppl. Table S9. Common genes obtained in Fig. 5 A

Suppl. Table S10. KEGG pathways significantly represented in common genes obtained in Fig. 5 A

ID	Description	BgRatio	pvalue	p.adjust	geneID
ath00480	Glutathione metabolism	103/5131	0.005148	0.03750	AT1G02930/AT1G17180/AT1G17170
ath04141	Protein processing in ER	215/5131	0.005770	0.03750	AT1G07400/AT5G12030/AT3G09350/AT1G54050

Normed to Freq. in arabidopsis set ($\pm$ bootstrap StdDev, p-value)

Biological process

3.19	0.403	**3.238e-13**	response to stress (Input set freq.: 0.42; 0.13)
2.85	0.383	**4.834e-09**	response to abiotic or biotic stimulus (Input set freq.: 0.33; 0.11)
2.54	0.559	**2.204e-04**	signal transduction (Input set freq.: 0.16; 0.06)
2.01	0.316	**2.488e-04**	other biological processes (Input set freq.: 0.24; 0.12)
1.59	0.438	**0.031**	transcription, DNA-dependent (Input set freq.: 0.12; 0.08)
1.31	0.742	0.256	electron transport or energy pathways (Input set freq.: 0.01; 0.01)
1.24	0.121	**6.673e-03**	other cellular processes (Input set freq.: 0.56; 0.45)
1.13	0.114	**0.042**	other metabolic processes (Input set freq.: 0.48; 0.42)
1.12	0.303	0.111	developmental processes (Input set freq.: 0.11; 0.1)
0.91	0.701	0.369	pollination (Input set freq.: 0; 0.01)
0.83	0.222	0.086	protein metabolism (Input set freq.: 0.13; 0.16)
0.76	0.231	0.101	cell organization and biogenesis (Input set freq.: 0.07; 0.1)
0.68	0.243	0.099	transport (Input set freq.: 0.05; 0.08)
0.47	0.386	0.254	DNA or RNA metabolism (Input set freq.: 0; 0.02)
0.38	0.108	**1.020e-04**	unknown biological processes (Input set freq.: 0.08; 0.23)

Molecular function

1.67	0.574	**0.039**	transcription factor activity (Input set freq.: 0.09; 0.05)
1.66	0.273	**2.238e-03**	protein binding (Input set freq.: 0.26; 0.16)
1.59	0.193	**1.714e-03**	other enzyme activity (Input set freq.: 0.31; 0.19)
1.32	0.203	**0.014**	other binding (Input set freq.: 0.34; 0.26)
1.3	0.283	0.052	transferase activity (Input set freq.: 0.17; 0.13)
1.14	0.485	0.156	kinase activity (Input set freq.: 0.05; 0.05)
1.08	0.277	0.112	hydrolase activity (Input set freq.: 0.12; 0.11)
1	0.517	0.200	nucleic acid binding (Input set freq.: 0.03; 0.03)
0.97	0.392	0.180	transporter activity (Input set freq.: 0.04; 0.05)
0.88	0.304	0.129	nucleotide binding (Input set freq.: 0.08; 0.1)
0.79	0.232	0.082	DNA or RNA binding (Input set freq.: 0.11; 0.14)
0.65	0.439	0.222	other molecular functions (Input set freq.: 0.01; 0.03)
0.49	0.123	**1.109e-03**	unknown molecular functions (Input set freq.: 0.11; 0.23)

Cellular component

1.59	0.387	**0.031**	cytosol (Input set freq.: 0.12; 0.08)
1.47	0.159	**9.560e-04**	other cytoplasmic components (Input set freq.: 0.43; 0.29)
1.4	0.307	**0.034**	plasma membrane (Input set freq.: 0.17; 0.12)
1.21	0.137	**0.021**	nucleus (Input set freq.: 0.44; 0.36)
1.15	0.473	0.171	Golgi apparatus (Input set freq.: 0.04; 0.04)
1.15	0.239	0.072	chloroplast (Input set freq.: 0.21; 0.18)
1.09	0.642	0.225	cell wall (Input set freq.: 0.02; 0.02)
1.08	0.493	0.197	ER (Input set freq.: 0.03; 0.03)
1.05	0.177	0.087	other membranes (Input set freq.: 0.25; 0.24)
0.79	0.193	0.082	mitochondria (Input set freq.: 0.11; 0.14)
0.74	0.126	**0.032**	other intracellular components (Input set freq.: 0.18; 0.25)
0.68	0.499	0.341	cytoskeleton (Input set freq.: 0; 0.01)
0.66	0.292	0.131	other cellular components (Input set freq.: 0.03; 0.05)
0.6	0.228	**0.049**	extracellular (Input set freq.: 0.06; 0.11)
0.17	0.16	**0.016**	plastid (Input set freq.: 0; 0.05)
0.14	0.115	**6.821e-03**	unknown cellular components (Input set freq.: 0; 0.06)

Absolute values ($\pm$ bootstrap StdDev, p-value)

Biological process

57	5.4	**6.673e-03**	other cellular processes (nr. in set: 13044)
49	4.9	**0.042**	other metabolic processes (nr. in set: 12333)
43	5.3	**3.238e-13**	response to stress (nr. in set: 3826)
34	4.5	**4.834e-09**	response to abiotic or biotic stimulus (nr. in set: 3387)
25	3.8	**2.488e-04**	other biological processes (nr. in set: 3525)
17	3.6	**2.204e-04**	signal transduction (nr. in set: 1901)
14	3.7	0.086	protein metabolism (nr. in set: 4771)
13	3.5	**0.031**	transcription, DNA-dependent (nr. in set: 2322)
12	3.1	0.111	developmental processes (nr. in set: 3034)
9	2.5	**1.020e-04**	unknown biological processes (nr. in set: 6705)
8	2.4	0.101	cell organization and biogenesis (nr. in set: 2994)
6	2	0.099	transport (nr. in set: 2482)
2	1.1	0.256	electron transport or energy pathways (nr. in set: 433)
1	0.8	0.254	DNA or RNA metabolism (nr. in set: 604)
1	0.7	0.369	pollination (nr. in set: 312)

Molecular function

35	5.3	**0.014**	other binding (nr. in set: 7504)
32	3.8	**1.714e-03**	other enzyme activity (nr. in set: 5724)
27	4.3	**2.238e-03**	protein binding (nr. in set: 4623)
18	3.8	0.052	transferase activity (nr. in set: 3923)
13	3.2	0.112	hydrolase activity (nr. in set: 3405)
12	3.4	0.082	DNA or RNA binding (nr. in set: 4293)
12	2.9	**1.109e-03**	unknown molecular functions (nr. in set: 6879)
10	3.3	**0.039**	transcription factor activity (nr. in set: 1699)
9	3	0.129	nucleotide binding (nr. in set: 2879)
6	2.5	0.156	kinase activity (nr. in set: 1486)
5	1.9	0.180	transporter activity (nr. in set: 1458)
4	2	0.200	nucleic acid binding (nr. in set: 1137)
2	1.3	0.222	other molecular functions (nr. in set: 865)

Cellular component

45	5	**0.021**	nucleus (nr. in set: 10525)
44	4.7	**9.560e-04**	other cytoplasmic components (nr. in set: 8504)
26	4.3	0.087	other membranes (nr. in set: 7037)
22	4.4	0.072	chloroplast (nr. in set: 5407)
19	3.1	**0.032**	other intracellular components (nr. in set: 7235)
18	3.8	**0.034**	plasma membrane (nr. in set: 3639)
13	3.1	**0.031**	cytosol (nr. in set: 2321)
12	2.9	0.082	mitochondria (nr. in set: 4298)
7	2.6	**0.049**	extracellular (nr. in set: 3278)
5	2	0.171	Golgi apparatus (nr. in set: 1235)
4	1.7	0.131	other cellular components (nr. in set: 1724)
4	1.8	0.197	ER (nr. in set: 1051)
3	1.7	0.225	cell wall (nr. in set: 780)
1	0.7	0.341	cytoskeleton (nr. in set: 414)
1	0.9	**0.016**	plastid (nr. in set: 1640)
1	0.7	**6.821e-03**	unknown cellular components (nr. in set: 1912)

Suppl. Fig. S1. Enrichment analysis for early peroxisome-dependent genes. Significantly over-represented categories obtained by the Classification Super Viewer (University of Toronto; BAR website: <http://bar.utoronto.ca/ntools/cgi-bin/>).

A)

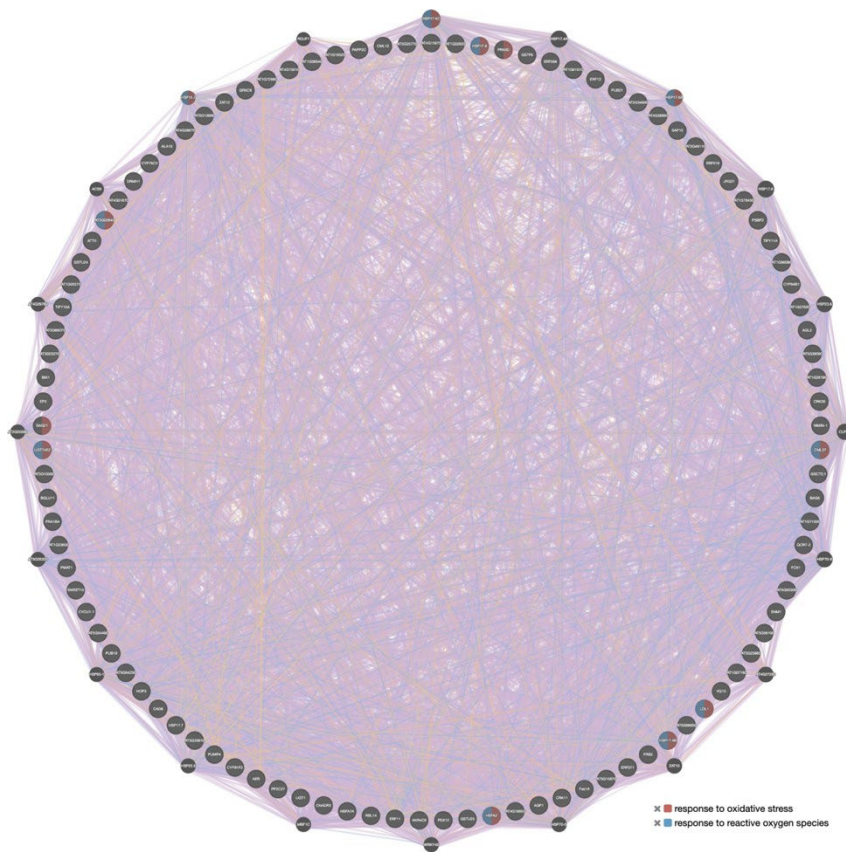

Suppl.Fig.S3.Co-expression analysis of peroxisome-dependent genes.

GeneMania analysis showed a high percentage of co-expression in the early peroxisome-dependent genes **(A)** and in late peroxisome-dependent genes **(B)**. Purple Network generated showed co-expression relation between genes. Early peroxisome-dependent genes and late peroxisome-dependent genes, are indicated with stripes which are supplemented with a maximum of 20 direct interactors. Colors show significant enriched terms (FDR < 0.05) related to ROS metabolism.

B)

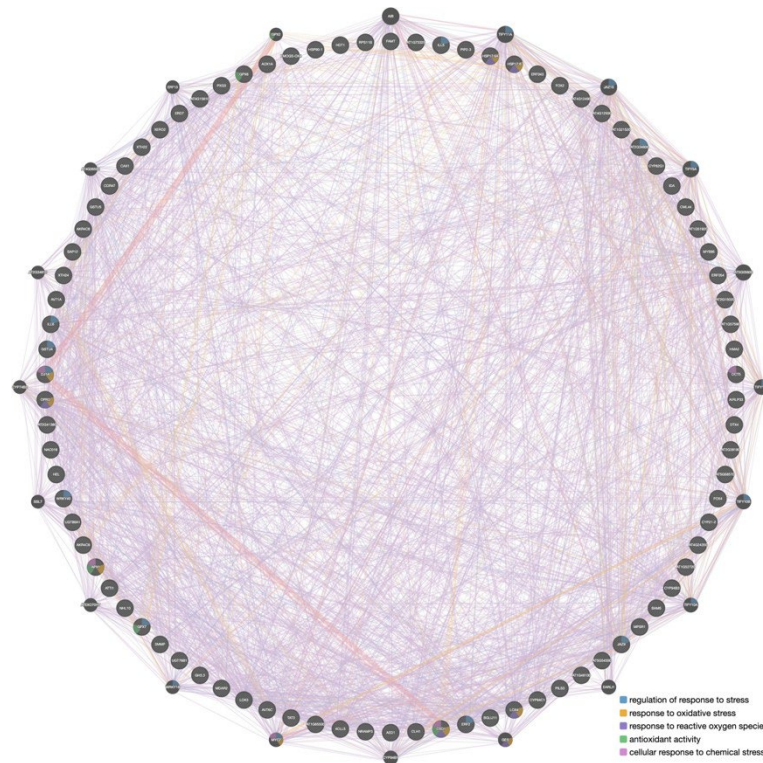

Suppl.Fig.S3.Co-expression analysis of peroxisome-dependent genes.

GeneMania analysis showed a high percentage of co-expression in the early peroxisome-dependent genes **(A)** and in late peroxisome-dependent genes **(B)**. Purple Network generated showed co-expression relation between genes. Early peroxisome-dependent genes and late peroxisome-dependent genes, are indicated with stripes which are supplemented with a maximum of 20 direct interactors. Colors show significant enriched terms (FDR < 0.05) related to ROS metabolism.

Normed to Freq. in Arabidopsis set ($\pm$ bootstrap StdDev, p-value)

**Biological process**			
	4.54	0.406	1.79E-24 response to stress (Input set freq.: 0.0; 0.13)
	4.04	0.464	1.54E-16 response to abiotic or biotic stimulus (Input set freq.: 0.47; 0.11)
	3.31	0.464	2.21E-11 other biological processes (Input set freq.: 0.4; 0.12)
	1.58	0.457	0.057 signal transduction (Input set freq.: 0.1; 0.06)
	1.34	0.386	0.085 transport (Input set freq.: 0.11; 0.08)
	1.3	0.107	4.79E-03 other metabolic processes (Input set freq.: 0.55; 0.42)
	1.21	0.328	0.103 developmental processes (Input set freq.: 0.12; 0.1)
	1.12	0.115	0.048 other cellular processes (Input set freq.: 0.51; 0.45)
	1	0.333	0.150 transcription, DNA-dependent (Input set freq.: 0.08; 0.08)
	0.89	0.284	0.138 cell organization and biogenesis (Input set freq.: 0.09; 0.1)
	0.77	0.66	0.357 electron transport or energy pathways (Input set freq.: 0.01; 0.01)
	0.56	0.174	0.022 protein metabolism (Input set freq.: 0.09; 0.16)
	0.34	0.118	1.53E-04 unknown biological processes (Input set freq.: 0.08; 0.23)
**Molecular function**			
	3.71	3.216	0.207 receptor binding or activity (Input set freq.: 0.01; 0)
	2.06	0.679	0.018 transporter activity (Input set freq.: 0.1; 0.05)
	1.75	0.234	4.79E-04 other enzyme activity (Input set freq.: 0.34; 0.19)
	1.55	0.195	1.15E-03 other binding (Input set freq.: 0.4; 0.26)
	1.47	0.374	0.036 hydrolase activity (Input set freq.: 0.17; 0.11)
	1.27	0.332	0.091 nucleotide binding (Input set freq.: 0.12; 0.1)
	1.18	0.435	0.153 transcription factor activity (Input set freq.: 0.06; 0.05)
	1.17	0.551	0.19 nucleic acid binding (Input set freq.: 0.04; 0.03)
	1.15	0.679	0.221 other molecular functions (Input set freq.: 0.03; 0.03)
	1.01	0.251	0.116 protein binding (Input set freq.: 0.16; 0.16)
	0.85	0.256	0.114 transferase activity (Input set freq.: 0.11; 0.13)
	0.6	0.492	0.316 structural molecule activity (Input set freq.: 0.01; 0.01)
	0.54	0.181	0.025 DNA or RNA binding (Input set freq.: 0.08; 0.14)
	0.43	0.126	8.32E-04 unknown molecular functions (Input set freq.: 0.1; 0.23)
	0.22	0.19	0.049 kinase activity (Input set freq.: 0.01; 0.05)
**Cellular component**			
	3.85	1.12	4.31E-04 cell wall (Input set freq.: 0.1; 0.02)
	2.54	0.794	9.21E-03 ER (Input set freq.: 0.09; 0.03)
	2.24	0.447	1.29E-04 extracellular (Input set freq.: 0.25; 0.11)
	2.15	0.514	2.21E-03 cytosol (Input set freq.: 0.17; 0.08)
	1.83	0.364	2.57E-03 plasma membrane (Input set freq.: 0.23; 0.12)
	1.62	0.653	0.088 Golgi apparatus (Input set freq.: 0.06; 0.04)
	1.6	0.241	3.63E-03 chloroplast (Input set freq.: 0.3; 0.18)
	1.55	0.488	0.071 other cellular components (Input set freq.: 0.09; 0.05)
	1.41	0.168	4.68E-03 other cytoplasmic components (Input set freq.: 0.41; 0.28)
	1.24	0.196	0.04 other intracellular components (Input set freq.: 0.31; 0.25)
	1.18	0.213	0.059 other membranes (Input set freq.: 0.29; 0.24)
	1.01	0.435	0.181 plastid (Input set freq.: 0.05; 0.05)
	0.63	0.519	0.328 ribosome (Input set freq.: 0.01; 0.01)
	0.6	0.108	1.49E-03 nucleus (Input set freq.: 0.22; 0.35)
	0.46	0.198	0.012 mitochondria (Input set freq.: 0.05; 0.14)
	0.17	0.133	0.016 unknown cellular components (Input set freq.: 0.01; 0.05)

Absolute values ($\pm$ bootstrap StdDev, p-value)

**Biological process**			
	52	4.6	1.79E-24 response to stress (nr. in set: 3826)
	48	3.8	4.79E-03 other metabolic processes (nr. in set: 12333)
	44	4.4	0.048 other cellular processes (nr. in set: 13044)
	41	4.6	1.54E-16 response to abiotic or biotic stimulus (nr. in set: 3367)
	35	4.8	2.21E-11 other biological processes (nr. in set: 3525)
	11	2.9	0.103 developmental processes (nr. in set: 3034)
	10	2.8	0.085 transport (nr. in set: 2482)
	9	2.5	0.057 signal transduction (nr. in set: 1901)
	8	2.5	0.138 cell organization and biogenesis (nr. in set: 2594)
	8	2.4	0.022 protein metabolism (nr. in set: 4771)
	7	2.3	1.53E-04 unknown biological processes (nr. in set: 6705)
	7	2.2	0.150 transcription, DNA-dependent (nr. in set: 2322)
	1	0.8	0.357 electron transport or energy pathways (nr. in set: 433)
**Molecular function**			
	35	4.3	1.15E-03 other binding (nr. in set: 7504)
	30	3.9	4.79E-04 other enzyme activity (nr. in set: 5724)
	15	3.7	0.036 hydrolase activity (nr. in set: 3405)
	14	3.4	0.116 protein binding (nr. in set: 4623)
	11	2.8	0.091 nucleotide binding (nr. in set: 2879)
	10	2.9	0.114 transferase activity (nr. in set: 3923)
	9	2.5	8.32E-04 unknown molecular functions (nr. in set: 6878)
	9	2.9	0.018 transporter activity (nr. in set: 1458)
	7	2.3	0.025 DNA or RNA binding (nr. in set: 4263)
	6	2.1	0.153 transcription factor activity (nr. in set: 1699)
	4	1.8	0.119 nucleic acid binding (nr. in set: 1137)
	3	1.7	0.221 other molecular functions (nr. in set: 865)
	1	0.8	0.316 structural molecule activity (nr. in set: 556)
	1	0.8	0.207 receptor binding or activity (nr. in set: 90)
	1	0.8	0.049 kinase activity (nr. in set: 1485)
**Cellular component**			
	36	4.2	4.68E-03 other cytoplasmic components (nr. in set: 8504)
	27	4.2	0.04 other intracellular components (nr. in set: 7235)
	26	3.8	3.63E-03 chloroplast (nr. in set: 5407)
	25	4.4	0.059 other membranes (nr. in set: 7037)
	22	4.3	1.29E-04 extracellular (nr. in set: 3278)
	20	3.9	2.57E-03 plasma membrane (nr. in set: 3638)
	19	3.3	1.49E-03 nucleus (nr. in set: 10525)
	15	3.5	2.21E-03 cytosol (nr. in set: 2321)
	9	2.5	4.31E-04 cell wall (nr. in set: 730)
	8	2.4	9.21E-03 ER (nr. in set: 1051)
	8	2.4	0.071 other cellular components (nr. in set: 1724)
	6	2.5	0.012 mitochondria (nr. in set: 4258)
	6	2.3	0.088 Golgi apparatus (nr. in set: 1235)
	5	2.1	0.181 plastid (nr. in set: 1640)
	1	0.7	0.016 unknown cellular components (nr. in set: 1912)
	1	0.8	0.328 ribosome (nr. in set: 525)

Suppl. Fig. S4. Enrichment analysis for late peroxisome-dependent genes. Significantly over-represented categories obtained by the Classification Super Viewer (University of Toronto; BAR website: <http://bar.utoronto.ca/ntools/cgi-bin/>).

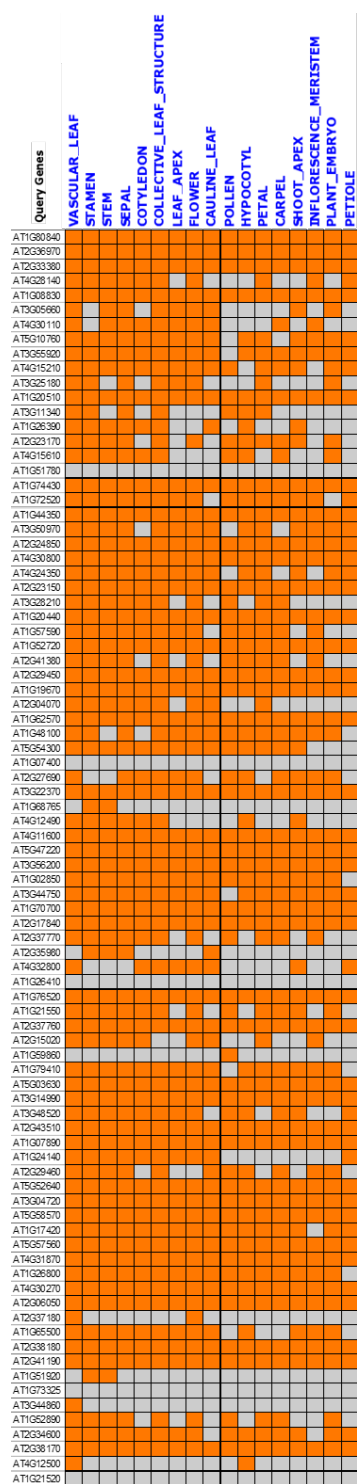

Suppl. Fig. S5. Plant Ontology analysis of late peroxisome-dependent genes.

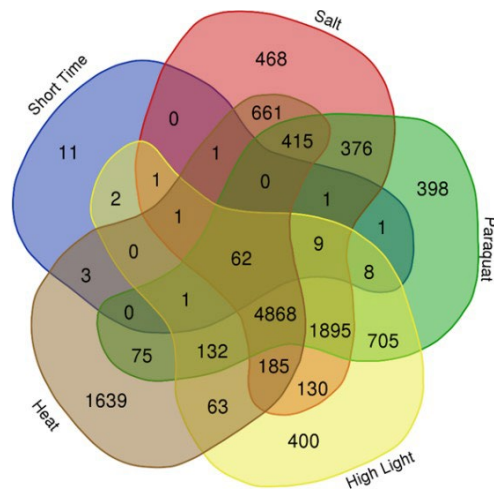

Suppl. Fig. S6: Comparison of early peroxisome transcriptional footprints and upregulated genes in response to stress. Comparison using Venny algorithms (<http://bioinfogp.cnb.csic.es/tools/venny/>) of early peroxisome-dependent genes with transcriptional changes after applying abiotic stress conditions considering up-regulated genes (heat, salt, excess light, and paraquat).

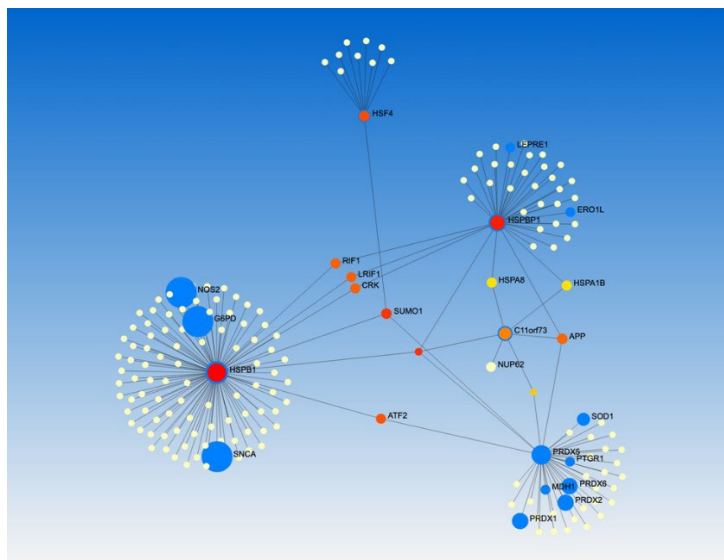

Suppl. Fig. S7: Gene ontology enrichment analysis of interesting human orthologs to Arabidopsis peroxisome-dependent genes. Network analysis with HSPBP1, HSF4, HSPB1, HIKESHI protein and PRDX5. Cluster 1 showed peroxidase activity including: PRDX5, PRDX1, PRDX2 and PRDX6, and Cluster 2 showed antioxidant activity, including SOD1 and HSPBP1.

How the deposited data were processed for this re-analysis (not part of the article)

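The data are 27 single-color NimbleGen expression arrays of Arabidopsis seedlings: WT, gox2 and 35S::GOX2, each without Cd and after 30 min or 24 h of 100 μM Cd, with 3 arrays per group. The material of each replicate is not described, so replicates may be technical. The deposited value of each feature is an RMA intensity, which the authors' array laboratory had background-corrected, normalized and summarized over 1 to 4 probe pairs (4 for 26409 features, 3 for 10597). The values are linear, no software version or genome build is given, and limma is named in the deposited notes without a role or a version. The files hold no background or detection value, so the depth of an array can be described only by its median. The table of the whole series and the files of single arrays hold the same values.

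The log2 of the deposited intensity was quantile-normalized between arrays, because the array medians differed by more than a limit of 0.1. One linear model with a mean for each of the 9 groups was fitted in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit, eBayes), and the labels were read with jsonlite 2.0.0. No feature was filtered out. All p values of single features are limma's two-sided moderated tests, adjusted by Benjamini-Hochberg over the 37118 features of a comparison, with an adjusted p under 0.05 as the threshold. There were 13 comparisons: each line against WT without Cd and at both times of Cd, each line at both times against its own control, and 35S::GOX2 at 24 h against 30 min. A further 4 tests compared the Cd response of a line with that of WT (an interaction term). A locus with several features was represented by the feature with the highest mean over all arrays, and gene symbols came from a table that matched 31993 of the 32627 loci.

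The groups, tests, threshold, alternatives, gene lists and naming rule were chosen before the data were examined. The rule names, for each comparison, up to 12 features with the largest rise and 12 with the largest fall among those past the threshold with arrays that do not overlap between groups, the 24 genes taken from the paper's results, the 6 genes common to its early and late lists, and up to 4 members of each gene list with the largest change past the threshold. The genes of the paper's supplementary tables had been seen when the rule was written. The 22 gene lists were 7 of the study (the early and late genes and their clusters) and 15 others: the GOX family, catalases, photorespiration, JA biosynthesis, JAZ repressors, heat shock proteins and factors, glutathione S-transferases, sulfur assimilation and Cd chelation, iron deficiency, ER unfolded protein response, rapid stress signaling, general ROS hallmarks, circadian clock, light-harvesting and RuBisCO, and root markers. These 15 are not fully independent of the study. Some share members with its lists, such as JAZ1, OPR3 and HSFA2, and some root markers had been seen in its gox2 24 h list. For each list the members past the threshold were counted by direction, also with p values adjusted over the list alone. The set test was limma's camera with a preset correlation between genes of 0.01, adjusted over 286 tests (22 lists in 13 comparisons). With the correlation estimated from the arrays instead, no list passed, and the lowest adjusted p was 0.208. That estimate uses the differences between arrays within every group of the fit. In the 4 groups that mix sets of arrays, these include the differences between sets, which can raise the estimate for all comparisons. A high adjusted p with an estimated correlation is therefore no evidence that a list did not change. The paper's complete gene lists were ranked by the size of the moderated t, with 200 bootstrap draws of the list's members for the SD of each AUC.

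The calls were tested on simulated data with the spread of the real arrays and 200 changed features. The simulated noise was independent between features and between arrays, without slides, correlated genes or groups that mix sets of arrays. The shares of false calls therefore describe such data only. They do not measure the error of the real comparisons, most of which called many more features. In the comparison of gox2 with WT at 30 min, 44.8%, 77.6% and 98.5% of features changed by 0.5, 1 and 2 on the log2 scale were recovered, and 7 of 154 calls were false. The highest shares of false calls were 12 of 162 for gox2 control and 11 of 157 for WT at 30 min against control, and the share was over 0.05 in 8 of the 13 comparisons. In the other 12 comparisons at least 29.9%, 70.1% and 92.4% were recovered.

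The alternatives were the values as deposited, the table of the series, leaving out the dimmest 25% of features, the mean over the features of a locus, replicate number as a block, slide as a random or as a fixed block, only the arrays of the groups compared, a log2 fold change of at least 1 beside the adjusted p, Student's t-test with and without adjustment, the difference of Cd responses, and leaving out each array in turn. Alternatives that leave out whole groups were added after the values were seen. Every sample label was used as given and no array was left out of the model. Left out were the paper's profiles from other studies, whose arrays are not among these files, and its list for 35S::GOX2 at 24 h, which is incomplete in the supplement.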

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

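Among the tests below, those of wrong labels, of genotype and of Cd exposure as explanations of the GOX2 values were chosen only after the result was seen, as was the way the slide test is read.

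Differences between arrays with and without Cd were not the same for the labelled lines as for WT, in tests of that difference itself. By limma's interaction term, 10030 features differed between the responses of gox2 and WT at 30 min (5211 higher and 4819 lower), 11041 between those of 35S::GOX2 and WT at 30 min (5983 and 5058), and 10223 between those of 35S::GOX2 and WT at 24 h (5519 and 4704). Between gox2 and WT at 24 h the number was 6 (2 and 4). Each such test also takes in the difference between the control groups. On control arrays, which the paper's profiles do not cover, 9996 features differed between gox2 and WT (4505 higher and 5491 lower, 44.7% without overlap, where chance gives 10%) and 14208 between 35S::GOX2 and WT (5998 and 8210, 60.7% without overlap). The paper also makes no comparison of 35S::GOX2 between 24 h and 30 min of Cd, where 1685 features passed (708 higher and 977 lower, 16.1% without overlap). Single arrays move this count: it was 0 without 35S::GOX2 Cd 30 min replicate 1, 0 without 35S::GOX2 Cd 30 min replicate 3, 0 without 35S::GOX2 Cd 24 h replicate 3 and 5 without 35S::GOX2 Cd 24 h replicate 1, with 9029 features at an unadjusted p under 0.05 in limma's test of all arrays, and 8495 and 4833 without replicate 2 of Cd 30 min and of Cd 24 h. The count for gox2 control was 6348 without WT control replicate 2 and 5783 without gox2 control replicate 3.

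The iron deficiency and root marker lists had lower medians in 35S::GOX2 at 24 h than at 30 min of Cd, which rests on 2 of the 3 arrays at 30 min. The means of the lists were 0.97 and 0.56 on replicate 1 and 1.02 and 0.52 on replicate 3 at 30 min, but -0.89 and -0.97 on replicate 2, below replicates 1 and 3 at 24 h (iron -0.54 and -0.49, root -0.39 and -0.19). Of 16 iron deficiency genes, 3 fell and none rose (9 and 0 when adjusted over the list alone), with a median log2 fold change of -0.97. Of 16 root markers, 3 fell and none rose (7 and 0), with a median of -0.63; SHV2 was at -0.96 and EXPA18 at -0.83. The set test gave adjusted p values of 1.06e-05 and 3.02e-05, and adjusted p = 0.537 for both with an estimated correlation. Over all 27 arrays the mean of the iron deficiency list was lowest on gox2 Cd 24 h replicate 2 (-0.95) and highest on gox2 Cd 24 h replicate 3 (1.08), so that the whole range lay within 1 group; that of the root markers was lowest on 35S::GOX2 Cd 24 h replicate 2 (-1.09) and highest on WT control replicate 2 (0.63).

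The first pattern weighed is GOX2, low on every array of 3 groups and high on the other 18 arrays. Genotype as labelled does not explain it, since GOX2 differed by -3.43 between 2 groups labelled WT, and Cd exposure does not, since it differed by -4.05 between 2 groups without Cd. Wrong labels may contribute, since 8 of 27 arrays were closest to an array of another label: all 3 of gox2 control, all 3 of gox2 Cd 24 h, and replicate 2 of 35S::GOX2 at each time of Cd. These 8 and 4 others form 4 sets of 3 arrays that have their 2 closest arrays inside the set, at r from 0.661 to 0.801. The sets are gox2 control replicates 2 and 3 with gox2 Cd 24 h replicate 1; gox2 control replicate 1 with 35S::GOX2 Cd 24 h replicates 1 and 3; gox2 Cd 24 h replicate 3 with 35S::GOX2 Cd 30 min replicates 1 and 3; and gox2 Cd 24 h replicate 2 with replicate 2 of 35S::GOX2 at both times of Cd. Each of these 4 labelled groups thus mixes arrays of 2 or 3 sets, and every comparison that uses one of them compares such a mixture. The 9 arrays with low GOX2 lie outside the sets and were closest to their own label. Regrouping these 12 arrays would thus leave the 3 low groups as they are. A wrong label shared by a whole group would not show in this test and stays open. The low groups are 3, as many as the design has for gox2, but only gox2 Cd 30 min among them bears that label. No label was changed. An effect of genotype and Cd together on GOX2 was not tested, and it stays open for the arrays with Cd. Without Cd, GOX2 was at 9.68 ± 0.10 (SD) on arrays labelled 35S::GOX2, 13.73 ± 0.04 (SD) on WT and 14.13 ± 0.10 (SD) on gox2. Cd cannot act on these control arrays, and the value on 35S::GOX2 is the reverse of overexpression. For the control arrays these values thus argue against such an effect of the labelled genotypes.

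The second pattern is that comparisons of groups on different slides lose calls in one model of the slide: 10 of 13 comparisons had fewer features past the threshold with slide as a random block. Such a count can fall because standard errors grow, so it does not show that fold changes shrank. The slide test set gox2 Cd 24 h arrays on different slides against the 2 on one slide, and gave a ratio of median absolute differences of 1.08. By the rule written before, a ratio of at most 1.1 counts against slides as the cause; that rule was set aside after the values were seen, because the 2 arrays on one slide correlate at -0.13 and so are no measure of what a slide shares. In 3 comparisons both groups lie on 1 slide, so slides do not account for their counts (14208 for 35S::GOX2 control, 1194 for WT at 24 h and 1685 for 35S::GOX2 at 24 h against 30 min; 14797, 1924 and 3278 with slide as a fixed block). In 8 of the 13 comparisons slides and groups cannot be told apart, since a fixed slide effect leaves no estimate. The other 2, of groups on different slides, can be estimated only through the gox2 Cd 24 h arrays, all closest to other labels: the count went from 6261 to 342 for 35S::GOX2 against WT at 30 min and from 5 to 1294 for gox2 at 24 h against its control. The biological differences named by the labels stay open beside the slides.

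The third pattern is how the counts compare with those of other splits of the same arrays. With 3 arrays against 3 there are 10 splits, which cannot give a share under 0.05. In 12 of the 13 comparisons 1 of the 10 splits, the labelled one, gave the largest count, against a highest other count of 0, except 1 for 35S::GOX2 against WT at 24 h, 1 for WT at 24 h against its control, and 1190 for 35S::GOX2 at 24 h against 30 min, where the labelled split gave 1685. For gox2 at 24 h of Cd against its control, 2 of 10 splits gave at least the 5 features of the labelled one, and a split of gox2 Cd 24 h replicate 1 with gox2 control replicates 2 and 3 gave 1839. Such a split, with several times the labelled count, points to a structure of the samples that the labels do not describe.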

How the results depend on the processing

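Alternatives that leave out whole groups of labels were chosen only after the values were seen. Unless a sentence says otherwise, the cause was not tested. The files hold no background value, so what signal over background limits cannot be given, except by leaving out the dimmest features. The table of the series moved no result. Of 286 directions of gene lists, 281 kept their side of the threshold with the values as deposited, 277 without the dimmest features, 283 with the replicate block and 261 with slide as a random block, and none reversed. In a model with slide as a fixed block 91 of 110 did, 3 were lost, 14 gained and 2 reversed. The named genes gave 1069 results, each a gene in a comparison, past the threshold or not. Of these, 1035 kept their side with the values as deposited, 1040 with the replicate block and 762 with slide as a random block. In that last setting 304 results that had passed no longer did. In the model with slide as a fixed block 280 of 360 results kept their side, 60 were lost, 13 gained and 7 reversed. Replicate numbers do not pair arrays: of 36 pairs of arrays with one number, 15, 3 and 12 had a correlation over 0.1 for replicates 1, 2 and 3, and 10 of 27 arrays correlated best with an array of their own number.

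The signs that reversed are all in 35S::GOX2 against WT at 30 min with slide as a fixed block: the JAZ repressors (median -0.27), the iron deficiency list (-1.13), AT2G05040 (-1.75), JAZ7 (-0.017), LOX3 (-0.044), OPCL1 (-0.25), OPR3 (-0.22), AT3G22275 (-0.45) and RRTF1 (-0.58). The cause was not tested; in that model the comparison rests on the gox2 Cd 24 h arrays alone.

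Slide as a random block: the count was 7 for gox2 against WT at 30 min, 1259 for 35S::GOX2 against WT at 30 min, 7 for gox2 against WT at 24 h, 1213 for 35S::GOX2 against WT at 24 h, 4157 for gox2 control against WT control, 1213 for WT at 30 min against control, 4289 for gox2 at 30 min against control, 2 for gox2 at 24 h against control, 3024 for 35S::GOX2 at 30 min against control and 10594 for 35S::GOX2 at 24 h against control, and the AUC was 0.719 for the list of 429 in 35S::GOX2 against WT at 30 min, 0.709 for the list of 1214 in 35S::GOX2 against WT at 30 min and 0.612 for the list of 799 in gox2 against WT at 24 h. Slide as a fixed block, which 5 comparisons allow: the count was 342 for 35S::GOX2 against WT at 30 min, 1924 for WT at 24 h against control, 1294 for gox2 at 24 h against control and 3278 for 35S::GOX2 at 24 h against 30 min, and the AUC was 0.452 for the list of 429 in 35S::GOX2 against WT at 30 min and 0.683 for the list of 1214 in 35S::GOX2 against WT at 30 min. With replicate number as a block, the count was 2045 for WT at 24 h against control and 3 for gox2 at 24 h against control, and the AUC was 0.611 for the list of 799 in gox2 against WT at 24 h and 0.955 for the list of 799 in WT at 24 h against control. With the values as deposited, the count was 3 for gox2 at 24 h against control, and the AUC was 0.951 for the list of 799 in WT at 24 h against control. Without the dimmest 25% of features, the count was 3267 for WT at 30 min against control, and the AUC was 0.390 for the list of 429 in gox2 against WT at 30 min, 0.622 for the list of 1214 in 35S::GOX2 against WT at 30 min, 0.793 for the list of 1214 in 35S::GOX2 at 24 h against control, 0.544 for the list of 799 in gox2 against WT at 24 h and 0.933 for the list of 799 in WT at 24 h against control.

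Other models, tests and thresholds moved these counts. With only the arrays of the 2 groups in the model, the count was 6529 for gox2 against WT at 30 min, 1010 for 35S::GOX2 against WT at 30 min, 0 for gox2 against WT at 24 h, 2427 for 35S::GOX2 against WT at 24 h, 7011 for WT at 24 h against control, 0 for gox2 at 24 h against control, 5027 for 35S::GOX2 at 30 min against control and 0 for 35S::GOX2 at 24 h against 30 min. With a log2 fold change of at least 1 beside the adjusted p, the count was 521 for gox2 against WT at 30 min, 1286 for 35S::GOX2 against WT at 30 min, 67 for gox2 against WT at 24 h, 447 for 35S::GOX2 against WT at 24 h, 1280 for gox2 control against WT control, 3171 for 35S::GOX2 control against WT control, 1450 for WT at 30 min against control, 339 for WT at 24 h against control, 1050 for gox2 at 30 min against control, 1 for gox2 at 24 h against control, 1836 for 35S::GOX2 at 30 min against control, 3168 for 35S::GOX2 at 24 h against control and 204 for 35S::GOX2 at 24 h against 30 min. By Student's t-test at an unadjusted p under 0.05, the count was 11778 for gox2 against WT at 30 min, 3962 for gox2 against WT at 24 h, 9437 for 35S::GOX2 against WT at 24 h, 11444 for WT at 30 min against control, 11253 for WT at 24 h against control, 1784 for gox2 at 24 h against control and 3366 for 35S::GOX2 at 24 h against 30 min. By the t-test after adjustment, the count was 36 for 35S::GOX2 against WT at 30 min, 0 for gox2 against WT at 24 h, 1426 for 35S::GOX2 against WT at 24 h, 4286 for gox2 control against WT control, 284 for WT at 30 min against control, 5183 for WT at 24 h against control, 6243 for gox2 at 30 min against control, 1 for gox2 at 24 h against control, 1280 for 35S::GOX2 at 30 min against control, 10485 for 35S::GOX2 at 24 h against control and 0 for 35S::GOX2 at 24 h against 30 min. For the difference of Cd responses, the count was 10030 for gox2 against WT at 30 min, 11041 for 35S::GOX2 against WT at 30 min, 6 for gox2 against WT at 24 h and 10223 for 35S::GOX2 against WT at 24 h. Without the 12 arrays of the labels that hold an array closest to another label, the count was 10354 for gox2 against WT at 30 min, 10815 for WT at 30 min against control and 8577 for WT at 24 h against control. Without the labels whose GOX2 value goes against them, the count was 585 for WT at 24 h against control. Beside the counts of 0, limma's test of all arrays had 7710, 4810 and 9029 features at an unadjusted p under 0.05 for gox2 against WT at 24 h, gox2 at 24 h against control and 35S::GOX2 at 24 h against 30 min.

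Leaving out 1 array at a time, the count ranged from 421 to 2913 for gox2 against WT at 30 min, 2167 to 7375 for 35S::GOX2 against WT at 30 min, 30 to 4808 for gox2 against WT at 24 h, 2601 to 7150 for 35S::GOX2 against WT at 24 h, 5783 to 10424 for gox2 control against WT control, 10098 to 12756 for 35S::GOX2 control against WT control, 2266 to 5748 for WT at 30 min against control, 82 to 212 for WT at 24 h against control, 7224 to 10190 for gox2 at 30 min against control, 1 to 2040 for gox2 at 24 h against control, 4489 to 7859 for 35S::GOX2 at 30 min against control, 12455 to 16307 for 35S::GOX2 at 24 h against control and 0 to 8495 for 35S::GOX2 at 24 h against 30 min. For gox2 control against WT control, it was 6348 without WT control replicate 2 and 5783 without gox2 control replicate 3. For WT at 30 min against control, it was 2266 without WT Cd 30 min replicate 1. For WT at 24 h against control, it was 114 without WT control replicate 1, 139 without WT control replicate 2, 212 without WT control replicate 3, 82 without WT Cd 24 h replicate 1, 153 without WT Cd 24 h replicate 2 and 90 without WT Cd 24 h replicate 3. For gox2 at 24 h against control, it was 2040 without gox2 Cd 24 h replicate 1, 1 without gox2 Cd 24 h replicate 2, 1 without gox2 control replicate 1, 2 without gox2 control replicate 2 and 1 without gox2 control replicate 3. For 35S::GOX2 at 30 min against control, it was 4489 without 35S::GOX2 control replicate 3. For 35S::GOX2 at 24 h against 30 min, it was 0 without 35S::GOX2 Cd 30 min replicate 1, 0 without 35S::GOX2 Cd 30 min replicate 3, 5 without 35S::GOX2 Cd 24 h replicate 1, 0 without 35S::GOX2 Cd 24 h replicate 3, 8495 without 35S::GOX2 Cd 30 min replicate 2 and 4833 without 35S::GOX2 Cd 24 h replicate 2. Those of the lines against WT under Cd are given with their results.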

Differences from the paper's values

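The paper states no test or threshold for its array lists, so its numbers of genes are set beside counts of loci at an adjusted p under 0.05.

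For GOX2-dependent genes at 30 min of Cd, the paper's list holds 429 genes and 2722 loci passed here. Of the alternatives set before the data were examined, 4 come within 1.5 times the paper's number: a log2 fold change of at least 1 beside the adjusted p (514), and leaving out gox2 Cd 30 min replicate 1 (558), gox2 Cd 30 min replicate 2 (447) or WT Cd 30 min replicate 1 (409). The others do not: values as deposited (3058), the table of the series (2722), without the dimmest features (2701), replicate block (3177), slide as a random block (7), only the arrays of the groups compared (6113), the t-test unadjusted (10892) and adjusted (3996), leaving out gox2 Cd 30 min replicate 3 (1961), WT Cd 30 min replicate 2 (779) or WT Cd 30 min replicate 3 (2818), and the difference of Cd responses (9383).

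For 35S::GOX2-dependent genes at 30 min, the paper's list holds 1214 genes and 5929 loci passed here. The alternatives set before the data were examined that come within 1.5 times the paper's number are slide as a random block (1226), only the arrays of the groups compared (984) and a log2 fold change of at least 1 beside the adjusted p (1246). The others do not: values as deposited (5992), the table of the series (5929), without the dimmest features (5066), replicate block (5962), slide as a fixed block (332), the t-test unadjusted (7873) and adjusted (36), leaving out WT Cd 30 min replicate 1, 2 or 3 (2096, 4024 and 5776) or 35S::GOX2 Cd 30 min replicate 1, 2 or 3 (3521, 6913 and 3833), and the difference of Cd responses (10454). A similar number does not mean similar genes. Of the paper's 429 genes 14 passed in the comparison the list is named for (3.3%, against 7.5% of other loci). Of its 1214 genes 544 did (44.8%, against 15.5%).

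The paper describes gox2 as a mutant of GOX2 and 35S::GOX2 as its overexpression line. Without Cd, GOX2 was higher on arrays labelled gox2 than WT (log2 fold change 0.40, adjusted p = 0.0163 in limma) and lower on arrays labelled 35S::GOX2 (-4.05). With Cd, it was higher on arrays labelled 35S::GOX2 than WT at both times (3.58 and 0.54). The 3.58 comes from the low mean on arrays labelled WT Cd 30 min (10.30), since that on arrays labelled 35S::GOX2 Cd 30 min (13.88) differed little from those on arrays labelled WT control (13.73) and WT Cd 24 h (13.67).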

Other observations

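The test of the paper's gene lists below was chosen only after the result was seen.

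Arrays labelled WT Cd 24 h had higher transcripts of heat shock proteins and glutathione S-transferases than WT control, and a lower mean of the root markers. That mean (log2, relative to each gene's mean over all arrays) was 0.51 to 0.63 on WT control and -0.39 to -0.31 on WT Cd 24 h; of the 16, none passed limma's threshold (2 higher and 9 lower when adjusted over the list alone), and the set test gave an adjusted p of 0.0119, and an adjusted p = 0.582 with an estimated correlation. The mean of the iron deficiency list was 0.36 to 0.60 and -0.24 to -0.19, with 1 of 16 lower (1 when adjusted over the list alone) and an adjusted p of 0.351. A difference in the share of root tissue was not tested and stays open for these changes. GSTU25 rose by 2.58 (SE 0.53, adjusted p = 0.0188 in limma) and GSTU22 by 1.82 as 2 of 5 glutathione S-transferases of 41 past the threshold, all higher (21 higher and 6 lower when adjusted over the list alone). HSP23.6-MITO rose by 1.33 and Hsp70b by 0.76, among 4 of 29 heat shock proteins and factors (11 when adjusted over the list alone). SULTR1;2 rose by 0.88, as the only one of 20 genes of sulfur assimilation and Cd chelation past the threshold (2 when adjusted over the list alone; set test adjusted p = 0.0518), ZAT12 rose by 0.72, and FRO2 fell by 3.35. In the set test the glutathione S-transferases had an adjusted p of 0.00104 and the heat shock list of 2.17e-05, and adjusted p = 0.479 and 0.537 with an estimated correlation. In total 1194 features passed (556 higher and 638 lower). Leaving out WT control replicate 1, 2 or 3 gave 114, 139 or 212, and leaving out WT Cd 24 h replicate 1, 2 or 3 gave 82, 153 or 90. With only the arrays of these 2 groups in the model 7011 passed, and by the adjusted t-test 5183. Without the 12 arrays of labels with an array closest to another label, a setting added after the values were seen, it was 8577. The count was thus higher where the spread of those groups did not enter. At 30 min of Cd, 5579 features differed between arrays labelled WT with and without Cd (3194 higher and 2385 lower; 2266 without WT Cd 30 min replicate 1). The groups lie on different slides, and the count was 1213 with slide as a random block (979 higher and 234 lower) and 284 by the adjusted t-test (89 and 195). GSTU21 was higher there by 1.98 and the UPR gene SARA1A by 1.49, while no member of the 13 circadian clock genes or the 16 root markers passed limma's threshold (0 in both when adjusted over the list alone). LOX3, LOX4 and JAZ9 did not pass there (-0.20, -0.25 and -0.03).

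Between arrays labelled gox2 Cd 30 min and gox2 control GOX2 itself went from 14.13 to 9.94, against the label of the control, and all 3 control arrays were closest to arrays of another label, so what follows is not shown to be an effect of Cd in that line. On arrays labelled gox2 Cd 30 min, 6 of 13 photorespiration genes were lower (8 when adjusted over the list alone), as was CAT2 by limma's test (-0.47, SE 0.11, adjusted p = 0.00255). CAT2 and CAT1 were the 2 of 3 catalases that fell. SULTR1;1 rose by 2.11 and the small RuBisCO subunit RBCS1B fell by 1.64; of 21 light-harvesting and RuBisCO genes, 2 rose and 1 fell (2 and 1 when adjusted over the list alone). In total 10295 features passed (5688 higher and 4607 lower); the groups lie on different slides, and 4289 passed with slide as a random block and 6243 by the adjusted t-test. At 24 h, 5 features passed, AT3G42660 (0.38), AT2G11060 (-1.38), AT3G43100 (-0.91), AT2G05310 (-0.63) and AT2G35830 (-0.39); 4810 had an unadjusted p under 0.05. The count was 2040 without gox2 Cd 24 h replicate 1, 1 without gox2 Cd 24 h replicate 2, and 1, 2 and 1 without gox2 control replicate 1, 2 and 3.

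Arrays labelled 35S::GOX2 Cd 24 h had lower levels of the heat shock and rapid signaling genes that were high on those labelled 35S::GOX2 control. GOX2 was at 9.68 on the control arrays, against their label, and at 14.21 at 24 h, so this is not shown to be an effect of Cd within 1 line. Of 29 heat shock proteins and factors 21 fell and none rose (21 and 0 when adjusted over the list alone), with HSFA2 at -2.07 (SE 0.54, adjusted p = 0.00421). Of 22 rapid stress signaling genes 19 fell (20 when adjusted over the list alone), with RRTF1 at -4.39. LOX3 and LOX4 fell by 2.08 and 2.64. Of 13 circadian clock genes 8 rose and 1 fell (9 and 1 when adjusted over the list alone), with PRR9 at 1.18 and PCL1 at 0.80. FRO2 and IRT1 fell by 3.09 and 2.61, among 6 of 16 iron deficiency genes that fell (6 when adjusted over the list alone), while 1 rose. The heat shock, rapid signaling and clock lists had adjusted p values of 1.51e-05, 8.98e-07 and 0.0158 in the set test, and adjusted p = 0.537, 0.537 and 0.479 with an estimated correlation. In total 16279 features passed (8767 higher and 7512 lower), and 8522 at 30 min (4540 and 3982; 4489 in all without 35S::GOX2 control replicate 3), where GOX2 was higher by 4.20. With slide as a random block the counts were 10594 and 3024, the groups lying on different slides.

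Without Cd, heat shock transcripts were higher than in WT on all 3 arrays labelled 35S::GOX2 and mainly on 2 of those labelled gox2. The mean of the list was 0.62 and 0.44 on gox2 control replicates 2 and 3 but -0.21 on replicate 1, against -0.42 to -0.35 on arrays labelled WT control. Of the 29, 13 were higher in gox2 and 23 in 35S::GOX2, and none lower (15 and 26 higher when adjusted over the list alone), with HSP17.6II among those in gox2 and HSFA2 at 1.58 in 35S::GOX2. On arrays labelled gox2, 7 of 16 root markers were lower (7 when adjusted over the list alone), SHV2 (-1.00) and EXPA18 (-0.97) among them. There, 4 of 5 general ROS hallmarks were higher (4 when adjusted over the list alone), with AT1G05340 at 0.94, as were CAT1 (0.39) and CAT2 (0.32) and 2 of 5 members of the GOX family. On arrays labelled 35S::GOX2, 16 of 22 rapid stress signaling genes were higher (17 when adjusted over the list alone), with RRTF1 at 3.70, JAZ7 at 3.13, LOX4 at 2.46 and LOX3 at 2.01. Of 16 genes of the ER unfolded protein response, 4 rose and 2 fell there (4 and 2 when adjusted over the list alone), SARA1A by 1.80. The count of 9996 features for gox2 was 4157 with slide as a random block.

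A hypothesis for the difference in gene lists is that the paper's dependent profile is another comparison of the same line and time. Its comparisons are taken here as the genotype difference, the Cd response of the line, the Cd response of WT and the difference of these responses, all at the list's own time; a first version of the test left out the response of WT, counted 3 of 3 lists against the hypothesis, and was replaced after its values were seen. For the 799 genes the best of all comparisons is one of these, the response of WT at 24 h (0.947, and 0.949 with slide as a fixed block). That response was added to the hypothesis after this value was seen, so the list cannot count in its favor. The response of gox2 at 24 h had 0.438. Both of its groups mix sets of arrays and 5 features passed there, so this value does not show that the genes fail to respond in gox2. For 2 of the 3 lists another comparison had a higher AUC by more than 2 bootstrap SDs: 0.793 against 0.626 for the 429 genes and 0.835 against 0.775 for the 1214. For the 429 genes 0.793 became 0.452 with slide as a fixed block, a model that cannot be fitted to the comparison behind 0.626. Both of the higher values come from comparisons with a 35S::GOX2 group that mixes sets of arrays, but 0.626 also rests on such a group, gox2 control. For the 429 genes 35S::GOX2 control against WT control, without a mixed group, had 0.767 ± 0.010 (SD), and gox2 against WT at 30 min, also without one, had 0.412 ± 0.013 (SD). Only if the labels hold do these values argue against the hypothesis for the 429 genes. They rest on 35S::GOX2 control and WT Cd 30 min, whose GOX2 values go against their labels. If those labels are wrong, the test cannot decide, because the pairs compared would not be those of the line and time named. For the 1214 and the 799 genes the hypothesis stays open. Over all 36 pairs of the 9 groups, the highest values were 0.878 for the 429 genes (WT Cd 30 min against 35S::GOX2 control), 0.884 for the 1214 (gox2 control against 35S::GOX2 control) and 0.947 for the 799 (WT control against WT Cd 24 h). A search over 36 pairs is a description, and no label was changed on its account.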
